# Early skin seeding regulatory T cells modulate PPARγ-dependent skin pigmentation

**DOI:** 10.1038/s41467-025-66229-2

**Published:** 2025-12-09

**Authors:** Inchul Cho, Hafsah Aziz, Jessie Z. Xu, Prudence PokWai Lui, Monica Sen, Boyu Xie, Pei-Hsun Tsai, Jie Ting Wang, Hee-Yeon Jeon, Jinwook Choi, Shahnawaz Ali, Niwa Ali

**Keywords:** Cellular immunity, Autoimmunity

## Abstract

The maintenance of adult tissue homeostasis is dependent on the functional cross-talk between stem cells (SCs) and tissue-resident immune cells. This reciprocal relationship is also essential for tissue organogenesis during early life. The skin harbors a relatively large population of regulatory T cells (Tregs) that accumulate within the first two weeks after birth. A functional role for early skin seeding Tregs (ETregs) during the first week of life is currently unexplored. Here, we show that skin Tregs are detected as early as postnatal day 3 (P3) and enter a dynamic flux of activation marker expression. Punctual ETreg depletion from P6-P8, but not later, resulted in defective hair follicle (HF) melanocyte SC (MeSC) mediated skin pigmentation in juvenile life. Transcriptomic analysis of the whole skin on P9 indicated immediate and pronounced changes in MeSC markers, as well as perturbation of PPARγ target genes in the HF. Accordingly, punctual ETreg depletion, combined with short-term PPARγ antagonization, restored skin pigmentation. Single-cell profiling of P9 skin revealed that PPARγ signalling activity is preferentially diminished in the HF epithelium upon loss of ETregs. Finally, we explored changes in the single-cell transcriptome of the human tissue disorder, vitiligo, characterized by a lack of melanin and consequent skin depigmentation. These analyses showed that the HF cells from lesional vitiligo skin exhibit significant downregulation in PPARγ pathway activation, relative to heathy controls. Overall, ETregs in neonatal skin are critical for sustaining HF PPARγ signaling, which is vital for facilitating MeSC mediated skin pigmentation during postnatal development.

## Abstract (web summary)

The skin regulatory T cells (Tregs) accumulate within the first two weeks after birth. Here the authors show that Tregs are essential for establishing skin pigmentation in newborns by modulating a molecular pathway in hair follicles, linking immune regulation to pigmentation development.

## Introduction

Tissue organogenesis during neonatal life is facilitated by temporarily and spatially coordinated crosstalk between immune cells and stem cells (SCs) in the tissue microenvironment. Barrier sites, such as the skin, harbour relatively large proportions of the CD4 lineage of Foxp3+ regulatory T cells (Tregs), which reside proximal to distinct adnexal structures, such as hair follicle (HFs)^1–3^. The HFs represent an important immune cell niche in skin but also accommodate distinct populations of SCs. These include HFSCs and melanocyte SCs (MeSCs), governing hair shaft production and skin pigmentation, respectively.

An intimate association between skin Tregs and the HF epithelia has been well established in recent years. During development, Tregs seed the skin during the first week of life in conjunction with HF morphogenesis, peaking on postnatal day 13 (P13)^4^. Tregs resident in P8–15 skin are essential for establishing both tolerance to commensal bacterial antigens and suppression of type 2 helper T cell mediated fibrous pathology^5,6^. In adult skin, Tregs expressing the Notch ligand Jagged-1, are required for hair regeneration via promoting HFSC differentiation. This SC regulatory function of Tregs is orchestrated largely independently of canonical immunosuppressive pathways. Conversely, during subacute skin injury, Treg control of inflammatory Th17 responses facilitates HFSC mediated barrier regeneration. While these studies have ascribed distinct and specialised roles for adult Tregs and neonatal Tregs during the second week of life^7^, a functional role for the foremost afferent population of skin seeding Tregs during the first week of life has not been explored. Specifically, the existence of a neonatal Treg-SC axis during this specific window of time and its relevance to the homoeostatic development and function of the skin remains unknown.

Here, we demonstrate that neonatal Tregs in P6–P8 skin are highly activated, and transient loss of these cells during this time window, but not later, results in defective melanocyte function in vivo, as evidenced by disrupted skin pigmentation in later life. Notably, the transcriptomic changes in melanocytes precede the inflammatory responses induced by Treg depletion, suggesting Tregs may regulate MeSCs independently of secondary mediators such as CD4^+^ FoxP3^-^ effector T cells (Teffs) or CD8^+^ cytotoxic T cells. Furthermore, we observed an immediate dysregulation of transcripts associated with the Peroxisome proliferator-activated receptor (PPAR) signalling pathway. Additionally, we identified changes in PPARγ signalling activity throughout developmental stages of human skin and in the pigment-deficient disease state of vitiligo. We defined neonatal Treg regulation of the PPARγ pathway as a mechanistic link between early skin development and functional MeSC melanogenic activity for establishing pigmentation of skin. Taken together, our findings revealed that neonatal Tregs during the first week of life are essential for the establishment of SC functions during postnatal development of the skin.

## Results

### Skin Tregs are highly activated on Postnatal day 6

The accumulation of Tregs in skin peaks on postnatal day 13 (P13) of life, through microbiota-dependent seeding from the thymus^6^. At this time-point Tregs display a highly proliferative and activated profile. We sought to perform immune profiling at earlier timepoints, prior to P13, upon first entry of Tregs in skin. We first characterised Treg abundance and phenotypic marker expression in steady-state C57BL/6 neonatal skin and skin-draining lymph node (SDLNs) on P6, P9, P12, and later P28 (juvenile) and P49 (adult) timepoints.

Flow cytometric profiling revealed the presence of skin Tregs at detectable but low numbers on P3 (Fig. 1A, B; full gating strategy is shown in Supplementary Fig. 1). The abundance and proportion of CD4^+^Foxp3^+^ Tregs steadily increased and peaked during the second week after birth, which is consistent with previous studies (Fig. 1A, B, red line)^6^. This wave of accumulation in P12 skin was unique to Tregs, as our global analysis of other major skin-resident T cell subsets during this time frame did not display a similar pattern, namely dermal gamma-delta positive T cells (dGDTCs) and dendritic epidermal T cells (DETCs), Foxp3^-^ T effector cells (Teffs), and CD8^+^ T cells (Supplementary Fig. 2A–F). Of note, Treg percentages on P9 and P12 were comparable to that found in adult skin on P49 (Fig. 1A), corroborating a recent study reporting similar findings^8^. By contrast, the percentage of Tregs in SDLNs was less variable and remained steady throughout the analysis period (Fig. 1A, B, blue line). The proliferative index of Teffs, CD8+ T cells, and Tregs was the highest in P6 skin but similar amongst all T cell subsets in the three time-points assessed, as evidenced by equivalent levels of Ki67 expression (Supplementary Fig. 2C). However, in P9 SDLNs, Tregs were more proliferative relative to other T cell subsets (Supplementary Fig. 2F).

**Fig. 1:**
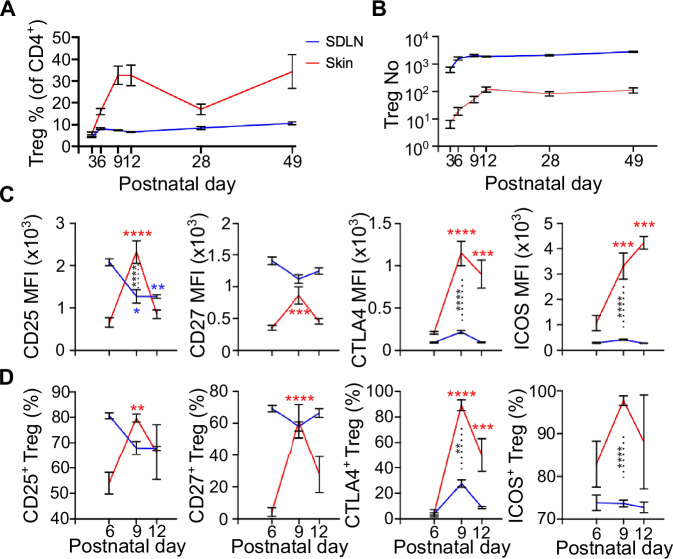
Neonatal skin Tregs accumulate during the first 12 days of life and undergo phenotypic changes. **A**–**D** Flow cytometric profiling of skin CD4^+^ FoxP3^+^ regulatory T cells (Tregs) (*n* = 4–6 biological replicates) pooled from 2 independent experiments. **A** Percentage of Tregs in the skin (of total CD4^+^ T cells) in the skin and the skin-draining lymph node (SDLN) on postnatal day 3 (P3), P6, P9, P12, P28 and P49. **B** Absolute number of Tregs in the skin (per 6 cm^2^ of skin) and SDLN (per 10^5^ of total cells) on P6, P9 and P12. **C** Median fluorescence intensities (MFIs) Treg phenotypic markers, CD25, CD27, ICOS and CTLA4. **D** Percentage of Tregs expressing CD25, CD27, ICOS and CTLA4 (of total Tregs). Graphs show mean ± S.E.M. (*n* = 4–6 biological replicates). *P* value was calculated using One way ANOVA relative to P6. Two way ANOVA with Sidak’s multiple comparison test was used to test skin Tregs vs SDLN Tregs. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns *p* > 0.05. Source data are provided as a Source Data file.

Given the rapid influx of Tregs in skin during the early neonatal period of P6-P12, we assessed the expression of the activation-associated markers CD25, CD27, CTLA4, and ICOS, which are preferentially expressed by neonatal Tregs compared to their adult counterparts^6^. Between P6 to P12, the median fluorescence intensity (MFI) values of all markers, except CD27, were significantly higher in P9 skin Tregs relative to their SDLN counterparts (Fig. 1C). In addition, the MFI of all markers were upregulated by at least 2-fold between P6 and P9 skin Tregs, but not in SDLN Tregs (Fig. 1C). The proportions of Treg activation marker expression largely resembled the fluctuations observed in MFI values for both skin and SDLN compartments (Fig. 1D). Interestingly, later skin seeding Tregs (LTregs) in P12 skin expressed lower levels of CD25, CD27, and CTLA4, relative to P9, prompting us to investigate temporal differences in neonatal Treg function. Taken together, these data suggest P3–P12 is an important interval where Tregs accumulate in skin and identifies P6–P9 as a specific time window where early skin seeding Tregs (ETregs) become highly, but transiently, activated in the tissue.

### Neonatal Tregs suppress inflammation and skin pigmentation in later life

Given that Treg activation and proliferation is highly dynamic in P6–P12 skin, we hypothesized that Tregs in this time window may play an important role in regulating either inflammatory responses or postnatal skin development, or both. To test this, we utilized *Foxp3-DTR* transgenic mice where the diphtheria toxin receptor (DTR) is expressed ahead of the *Foxp3* promoter^9^. Administration of DT efficiently depletes Tregs in both SDLNs and skin of *Foxp3-DTR* mice^5,10,11^. To ablate Tregs from P6-P12, we administered DT on P6, P8, P10 and P12 (hereafter referred to as the “ΔΤreg” group). We chose P28 as the final timepoint for analysis as the major hallmarks of stem cell (SC) mediated skin development are manifested at this age, namely hair follicle SC (HFSC) activity and melanocyte SC (MeSC) mediated skin pigmentation (Supplementary Fig. 3A).

While Treg sufficient controls on P28 developed normal appearing dorsal skin with black pigmentation, this was markedly impacted in ΔTreg animals, where the skin failed to pigment (Supplementary Fig. 3B). This phenotype was further confirmed histologically using Fontana & Masson (F&M) staining. Melanin granules produced by MeSCs were detected in Treg sufficient controls, but not in ΔΤreg skin (Supplementary Fig. 3C). To ascertain whether stem cell regulation is impacted upon Treg depletion, we profiled CD34^+^ Itga6^+^ HFSCs and CD117^+^ MeSCs by flow cytometry (Supplementary Fig. 3D, E). Both the proliferation and abundance of HFSCs were unaffected in ΔTreg skin relative to controls on P28. However, MeSC proliferation was markedly reduced in ΔTreg skin, despite minimal change in their absolute numbers. As such, our data suggest that proliferating melanocytes undergo a turnover^12,13^, resulting in a steady population size. Though, it is also possible that differentiated melanocytes in the hair bulb are lost during sample processing for flow cytometry. Overall, we were encouraged to postulate that neonatal Tregs regulate melanogenic function of MeSCs in the HFs during the P6-P12 time frame, in contrast to adult Tregs that control HFSCs activation^10^.

To determine if the loss of neonatal Tregs results in systemic inflammation in later life, we firstly monitored body weight gain. Depletion of Tregs during this six-day P6-P12 window resulted in a significant weight reduction by P28 (Supplementary Fig. 3F). This was despite of a repopulating Treg presence that was significantly higher than Treg-sufficient controls (Supplementary Fig. 3I), highlighting the importance of neonatal Tregs for the maintenance of skin homoeostasis. In addition, immune profiling of all major skin-resident T cell subsets revealed an increased abundance and proliferative status of Teffs and CD8^+^ T cells on P13,only 1 day after the Treg depletion regimen (Supplementary Fig. 3G, H). This inflammatory phenotype persisted even at the later timepoint of P28 (Supplementary Fig. 3I–K). In particular, CD8^+^ T cells were highly proliferative and outnumbered Tregs, as evidenced by an increased CD8:Treg ratio in ΔTreg mice relative to controls. These data suggest that Treg depletion during this early six-day window leads to an immediate inflammatory response, which persists until later life. Indeed, the same Treg depletion regimen in adult mice does not cause overt skin inflammation^10^, supporting the idea that neonatal and adult Tregs are functionally distinct^7^. Overall, the loss of neonatal Tregs from P6–P12 leads to defective MeSC mediated melanogenesis and a consequent defect in skin pigmentation, that may be associated with a systemic inflammatory response.

### Early skin seeding Tregs (ETregs) are required for skin pigmentation

In our initial experiments, we chose a 4-dose DT administration to deplete Tregs from P6 to P12 (Supplementary Fig. 3A). While this resulted in a defective skin pigmentation phenotype, it was also accompanied by reduced weight gain and an immediate inflammatory response that persisted until P28 (Supplementary Fig. 3F–K). Thus, we set out to determine whether defective MeSC function was a result of prolonged systemic inflammation and to also define a precise ‘window’ of time for Treg requirement. Given ETregs acquired a highly activated profile between P6 to P9, and the less activated profile of later skin seeding Tregs (LTregs) in P12 skin (Fig. 1C, D), we sought to address how transient loss of Tregs at these two timepoints would impact both skin development and local inflammation. To do so, we implemented a 2-dose DT regimen by administering DT on P6 and P8 to deplete ETregs (hereafter referred to as the “ΔETreg” group), and on P10 and P12 to deplete LTregs (hereafter referred to as the “ΔLTreg” group). Efficient Treg depletion in the skin was confirmed one day after the last DT injection on P9 (for the ETreg group) and P13 (for LTreg group) (Supplementary Fig. 4A, B).

To further examine the importance of local Treg recruitment, we also administered FTY720 on P6 and P8 to block lymphocyte egress and inhibit Treg entry into the skin^6^ (Fig. 2A). Both the ΔETreg and FTY720-treated groups exhibited reduced dorsal skin pigmentation by P28, mirroring the phenotype observed in the four-dose ΔTreg model (Fig. 2B, C). Quantification of melanin in hair cycle stage-matched follicles revealed a significant reduction in pigment content in ΔETreg and FTY720-treated animals (Fig. 2D, E). As such, local early Treg recruitment in the skin is required for pigmentation. In contrast, ΔLTreg animals displayed normal pigmentation and were indistinguishable from controls (Supplementary Fig. 5A–E). These results support the conclusion that early recruitment of Tregs into the skin is required for proper melanocyte function and pigmentation.

**Fig. 2:**
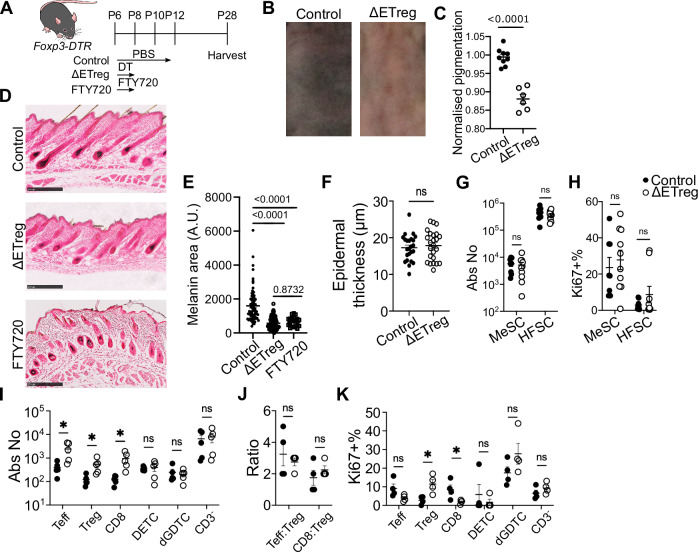
Early neonatal Tregs are required for skin pigmentation. **A** Schematic outline of experimental timeline (NIAID Visual & Medical Arts. (10/7/2024). Lab Mouse. NIAID NIH BIOART Source. bioart.niaid.nih.gov/bioart/281). *Foxp3-DTR* transgenic mice received PBS on postnatal day 6 (P6), P8, P10 and P12 (Control), diphtheria toxin (DT) on P6 and P8 (ΔETreg) and FTY720 on P6 and P8 (FTY720). Skin tissues were harvested on P28. **B**, **C** Shaved dorsal skin and quantification of skin pigmentation. **D** Fontana & Masson staining, showing black melanin pigments. Pigmentation was calculated per hair cycle stage-matched follicles. Scale bars represent 250 µm. **E** Quantification of hair cycle stage-matched melanin area per follicle. **F** Epidermal thickness. Flow cytometric quantification of melanocyte stem cell (MeSC) and hair follicle stem cell (HFSC) (**G**) Abundance and (**H**) Proliferating Ki67^+^ cells. **I**–**K** Flow cytometric characterisation of the skin on P28. **I** Absolute number of skin-resident immune cells. **J** Teff:Treg and CD8:Treg ratio. **K** Proliferation as measured by percentage Ki67 expression. Graphs show mean ± S.E.M. **B**–**H** Data is representative of 4 independent experiments. **I**–**K** Data are representative of two independent experiments. **C**, **F**–**K** Unpaired *t*-test. **E** One Way ANOVA. ****p < 0.0001, **p < 0.01, *p < 0.05, ns *p* > 0.05. Source data are provided as a Source Data file.

Histologic F&M examination showed a significant reduction in melanin production in ΔETreg, but not in ΔLTreg animals when assessed in hair cycle stage-matched follicles (Fig. 2D, E, Supplementary Fig. 5D, E)^12^. Importantly, Treg ablation during the P6–P8 window in ΔETreg animals showed no significant effect on their ability to gain weight relative to Treg sufficient control groups (Supplementary Fig. 4C), suggesting that early Treg loss does not compromise general health. Furthermore, we observed no significant change in epidermal thickness in ΔETreg skin (Fig. 2F), a typical hallmark of local skin inflammation. These results indicate that transient Treg depletion in early life impairs pigmentation without inducing overt inflammation.

Next, we performed flow cytometry to test the hypothesis that defective skin pigmentation is linked to a disruption of SC maintenance and/or activation. Profiling of MeSCs and HFSCs showed that both the abundance and proportion of Ki67 expression remains comparable between control and ΔETreg groups on P28 (Fig. 2G, H). Therefore, SC maintenance is unaffected in the absence of ETregs.

Given the important role of T cells in disorders of skin pigmentation^14^, we assessed whether T cell numbers are impacted in ΔETreg skin on P28. Indeed, the skin T cell pool expanded, but maintained homoeostatic levels of proliferation, Teff:Treg ratios, and CD8:Treg cell ratios (Fig. 2I–K). Additionally, Teff numbers decreased in ΔETreg skin on P9, whilst the abundance and proliferation of other T cell subsets were unchanged (Supplementary Fig. 6A, B). At the molecular level, we observed an increased IFNγ production by CD8^+^ T cells in the skin on P9 following ETreg depletion, but not in other T cell populations (Supplementary Fig. 6C–G), and elevated levels of IFNγ and TNFα in SDLNs (Supplementary Fig. 6H–K). Increased IFN-γ^+^ CD8^+^ T cells are sustained until P17 after ETreg depletion (Supplementary Fig. 7).

To determine if CD8^+^ T cells play a functional role in ETreg-mediated skin pigmentation, we co-depleted Tregs and CD8^+^ T cells using an anti-CD8 monoclonal antibody to determine if MeSC function could be rescued. Under these conditions, skin pigmentation was not restored, suggesting that suppression of CD8-mediated inflammation is not a major mechanism by which ETregs promote MeSC function (Supplementary Fig. 8A). Taken together, we are unable to detect any overt T cell-mediated inflammation in ΔETreg mice, either immediately on P9 or in later life on P28, that contributes to the defective skin pigmentation phenotype.

### Melanocytes and PPARγ pathway are under the control of ETregs

We next set out to elucidate the cellular and molecular mechanisms responsible for ETreg- mediated control over MeSC function. We were intrigued by the requirement of Tregs during a very short 3-day window from P6-8, and the lack of fulminant inflammation in ΔETreg mice. Supporting our findings are previous studies showing that adult tissue-resident Tregs facilitate tissue homoeostasis largely independently of suppressing conventional inflammatory responses; namely Jagged-1 expressing skin Tregs that promote hair regeneration and Areg-producing Tregs that support lung repair^10,15^. We therefore hypothesized that ETregs regulate either i) the recruitment of specific immune cell subsets we have not assessed through our immune profiling, or ii) specific cellular pathways in non-immune cells, thereby enabling MeSCs to effectively synthesize melanin and maintain postnatal skin pigmentation.

We took a discovery-based approach and reasoned that defining the immediate transcriptomic changes under ETreg control would be key to elucidate the pathways contributing to defective skin pigmentation. 

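Whole skin from 11 Foxp3-DTR mice, which carry the diphtheria toxin (DT) receptor in Foxp3-expressing Tregs, was sequenced in bulk. The series holds 2 Treg-sufficient control mice and 3 mice in each of the ΔETreg, ΔLTreg and ΔTreg groups. DT was given at 30 ng per g, as 2 doses on P6 and P8 to ΔETreg mice, 2 doses on P10 and P12 to ΔLTreg mice and 4 doses from P6 to P12 to ΔTreg mice. The sample labels do not give the harvest day of the 2 control mice, and the same 2 control libraries served in every comparison with control. The authors deposited the number of reads counted on each of 49315 genes, without normalization. Total counts per library ranged from 23377571 to 34159435, with medians of 27089886 in control, 27229727 in ΔETreg, 32121794 in ΔLTreg and 32756819 in ΔTreg skin. At these depths a gene at or under 3 counts in a library was treated as not detected, a floor that covers counting error only. Foxp3, the gene that defines Tregs (chromosome X of GRCm38, 7573644 to 7595245), had 20 and 14 counts in control skin, 10, 16 and 11 in ΔETreg, 23, 13 and 13 in ΔLTreg and 9, 19 and 18 in ΔTreg skin. Against control, its log2 fold change was -0.49 (standard error 0.323) in ΔETreg, -0.23 (standard error 0.311) in ΔLTreg and -0.30 (standard error 0.314) in ΔTreg skin. All depleted mice kept Foxp3 counts above the floor of 3, which a near-complete loss of these transcripts from whole skin would not leave. A smaller loss could not be resolved at this depth. In CPM, the ΔETreg mice (0.348, 0.526 and 0.471) lay below both control mice (0.700 and 0.558), and the other depleted groups overlapped control. The paper reports efficient depletion of skin Tregs by flow cytometry after early and late doses. These few reads do not test that count of cells. A list of 10 genes expressed by Tregs, several of which other activated T cells also express, had a mean log2 fold change of 0.08 in ΔETreg, 0.37 in ΔLTreg and 1.72 in ΔTreg skin, the last with an adjusted p of 7.37e-05 from limma's fry over 15 lists. From Xist and the Y-linked gene Ddx3y, the mice were 1 male and 1 female in control, 2 males and 1 female in ΔETreg, and 1 male and 2 females in both ΔLTreg and ΔTreg groups. Replicates differed by more than counting error, with a median chi-square per gene between 1.09 and 4.31 for pairs of mice of one group, where counting error alone gives 0.455. Counts were normalized by the TMM method and tested in 1 fit of all 11 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, on the 18375 genes that passed the expression filter. The first principal component held 53.0% of the variance and set the ΔTreg mice apart, and the second held 12.8% and set the ΔLTreg mice apart.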

We therefore performed bulk RNA-sequencing of whole skin taken from Treg-sufficient controls, ΔETreg, ΔLTreg, and ΔTreg groups 24 h after the last DT treatment; P9 for ΔETreg or P13 for ΔLTreg and ΔTreg groups (Fig. 3A). 

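Between ΔETreg and control skin, 872 genes had an unadjusted p under 0.05, of which 471 were higher and 401 lower in ΔETreg skin. They made up 4.75% of the genes tested, where unchanged genes alone give 5%. After Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test, 1 gene passed an adjusted p of 0.05. This was Atf3 (chromosome 1, 191170296 to 191218039), a stress-induced transcription factor, with 14.0 ± 2.22 TMM-normalized CPM (SD, n = 3 mice) in ΔETreg skin and 4.94 ± 0.0011 (SD, n = 2) in control skin. Atf3 had a log2 fold change of 1.50 (standard error 0.170, adjusted p = 0.0482 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p rose to between 0.0853 and 0.128 when a ΔETreg mouse was left out. With no filter on low counts, the alternative that moved this count most, 54 genes passed. Between ΔLTreg and control skin, 3715 genes had an unadjusted p under 0.05, or 20.2% of the genes tested, and 836 passed adjustment, 341 higher and 495 lower. Between ΔTreg and control skin, 3946 genes passed adjustment, 2220 higher and 1726 lower. Since the harvest day of the control mice is not in the sample labels, a part played by age in these numbers is not excluded. A direct comparison of ΔETreg with ΔLTreg skin gave 1173 genes, 600 higher and 573 lower in ΔETreg skin, and these groups also differed in age, since they were harvested on P9 and P13.

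**Figure D1:**
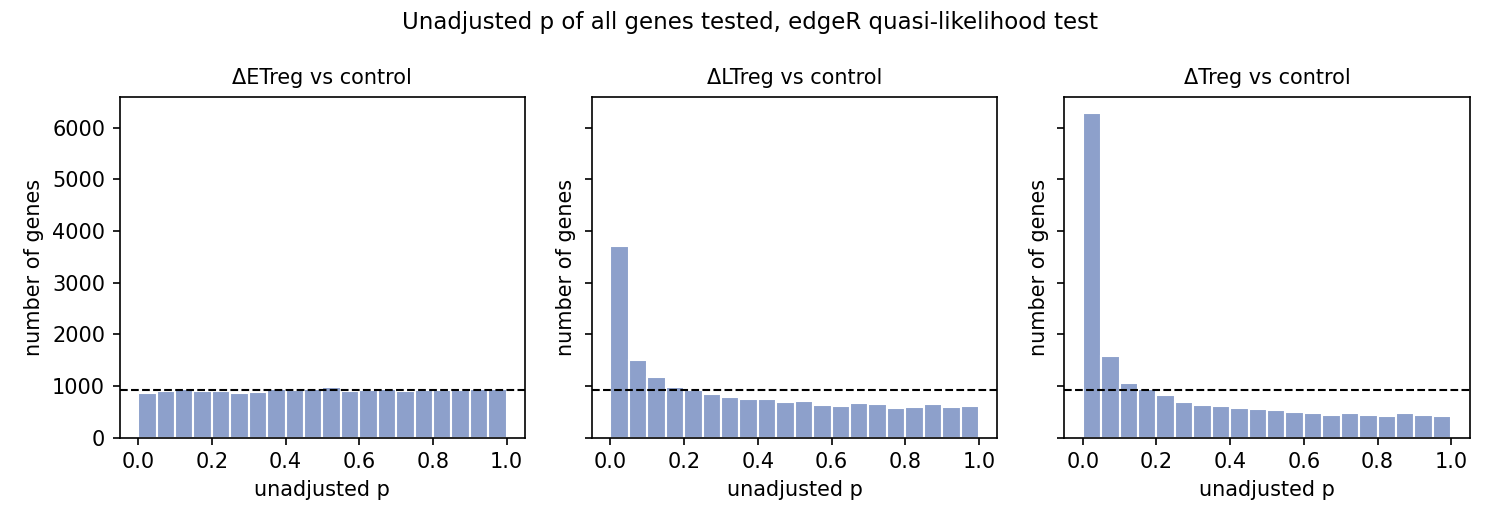
Number of genes (y axis) in each of 20 equal bins of unadjusted p (x axis) for ΔETreg, ΔLTreg and ΔTreg against control skin; the dashed line is the height that an even spread over the bins gives. The first bin lies near the line for ΔETreg, with 872 genes, and above it for ΔLTreg, with 3715 genes, and for ΔTreg.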

We conducted pathway enrichment analysis using differentially expressed genes (*p* < 0.05) between P9 and P13 skin with ShinyGO^16^. Interestingly, terms such as melanin biosynthesis, melanin metabolic processes, and melanocyte differentiation showed greater than 15-fold enrichment. 

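The ShinyGO term lists could not be used, so 20 genes were tested in their place: the 6 melanocyte transcripts of Fig. 3D and 14 other genes of melanin synthesis and melanosomes. Of these, 12 were among the genes with an unadjusted p under 0.05 between ΔETreg and control skin, a 12.6-fold enrichment over all genes tested (two-sided Fisher's exact test, p = 1.07e-11). That test treats genes as independent, which genes expressed by 1 cell type are not. The mean log2 fold change of the list was -0.30, with 19 of the 20 genes lower in ΔETreg skin. Taking the mouse as the unit, the mean log2 CPM of the list was lower in every ΔETreg mouse than in both control mice (two-sided exact permutation test, p = 0.2, in a design that cannot go below 0.1). The 6 transcripts of Fig. 3D, which the paper drew from the same mice, supplied 6 of the 12 genes. Of the other 14 genes, 6 were among those with an unadjusted p under 0.05, a 9.03-fold enrichment (two-sided Fisher's exact test, p = 2.43e-05), and their means overlapped between ΔETreg and control mice (p = 0.3 from the exact permutation test). Rab27a, whose product moves melanosomes, had a log2 fold change of -0.36 (adjusted p = 0.808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Mlana, which encodes a melanosome protein, of -0.51, which passed adjustment only without a filter on low counts. With DESeq2's Wald test, 11 genes of the list had an unadjusted p under 0.05, among 32309 genes tested, an enrichment of 45.0-fold. That background holds genes at low counts that the filter of the first test removes, so the folds are not on the same footing. None of the 20 genes passed adjustment over all genes tested, and 11 did when the adjustment covered the list alone. The enrichment was 0 when only genes past adjustment counted, which says little, since 1 gene passed in all.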

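A list of 42 interferon-stimulated genes, written before the counts were examined, was tested as a group in ΔETreg skin, and 41 of them passed the expression filter. Their mean log2 fold change between ΔETreg and control skin was -0.03 (adjusted p = 0.875 from limma's fry, a rotation test of a list, over the 15 lists tested; two-sided exact permutation test on the mean log2 CPM of the mice, p = 0.8), with 22 lower and 19 higher. The 2 measures differ in sign, since the mean log2 CPM was 0.13 higher in ΔETreg mice. The 2 control mice differed from each other by more than the groups did, with a mean log2 CPM over the list of 2.44 and 1.21, against 1.92, 1.83 and 2.12 in the 3 ΔETreg mice. Leaving out 1 mouse at a time moved the mean log2 fold change between -0.48 and 0.79, and its sign also turned under several other settings, to 0.16 with 1 surrogate variable as a covariate. No gene of the list passed adjustment over all genes, and 3 had an unadjusted p under 0.05. The smallest p-values belonged to Tgtp1 (chromosome 11, 48985327 to 48994172) and Tgtp2 (chromosome 11, 49057194 to 49064206), which rose. Tgtp1 had a log2 fold change of 2.14 (standard error 0.322, adjusted p = 0.342) and Tgtp2 of 2.32 (standard error 0.393, adjusted p = 0.359) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They are near-identical neighbours whose reads the counting could have split, so their separate values are uncertain. Without a filter on low counts and with DESeq2's Wald test, the adjusted p of both fell under 0.05. In ΔTreg skin, by contrast, the mean log2 fold change of the list was 3.08, and all 41 genes passed adjustment.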

Additionally, transcriptomic defects in interferon-β responses were evident in the ΔETreg group (Fig. 3B). In comparison, ΔLTreg skin displayed changes primarily associated with cell development and morphogenesis (Fig. 3C). These observations suggest that melanocytes are the major cell lineage impacted upon depletion of ETregs, but not LTregs. This notion is further substantiated by the downregulation of key melanocyte transcripts (*Tyr*, *Tyrp1*, *Dct*, *Slc45a2*, *Oca2*, *Slc24a5*) specifically in the ΔETreg and ΔTreg groups, but not in the ΔLTreg group (Fig. 3D).

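In ΔLTreg skin, a list of 30 cell cycle genes was lower than in control, with a mean log2 fold change of -0.13 (adjusted p = 0.0594 from limma's fry over 15 lists). Every ΔLTreg mouse lay below both control mice (two-sided exact permutation test on the list means, p = 0.1, the smallest that these mice allow). Of these genes, 27 were lower, and 16 had an unadjusted p under 0.05, a 2.64-fold enrichment (two-sided Fisher's exact test, p = 5.92e-05, which treats genes as independent). Adjusted over all genes, 1 passed, the mitotic checkpoint kinase gene Bub1 (chromosome 2, 127801122 to 127831865), which lost significance in 6 of 8 other settings, with an adjusted p of up to 0.183, and when any 1 ΔLTreg mouse was left out. Bub1 had a log2 fold change of -0.32 (standard error 0.0745, adjusted p = 0.0378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes past adjustment with at least 50 counts on average, the largest changes were in Gm14226, Gm4841, Krtap5-2, Myh4 and Krtap5-3. Gm14226 (chromosome 2, 155018266 to 155027104), which lies inside the nonagouti gene, had 130 and 146 counts in the control mice and 0, 1 and 1 in the ΔLTreg mice, at least 44.1-fold lower. Gm4841 (chromosome 18, 60268305 to 60273272), a predicted gene, was at least 38.2-fold higher, but ranged from 0.376 to 7.25 CPM among the ΔLTreg mice. The keratin-associated protein genes Krtap5-2 and Krtap5-3 had log2 fold changes of -6.46 and -5.51, and belong to a family of similar genes among which reads could be split, so their values are uncertain. Myh4, a fast skeletal muscle myosin (chromosome 11, 67238029 to 67260446), had a log2 fold change of 5.53 (standard error 0.758, adjusted p = 0.00278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).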

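The 15 gene lists, each standing for a cell type or a process, were compared between the groups with limma's fry, and the p-values were adjusted over the 15 lists by the Benjamini-Hochberg method. In ΔETreg skin, the smallest p-values among them belonged to the 6 melanocyte transcripts of Fig. 3D and to the other 14 melanin genes (mean log2 fold change -0.25), and neither passed adjustment (adjusted p = 0.265 for both). The mean log2 fold change was -0.01 for adipocyte genes, 0.04 for skeletal muscle genes (adjusted p = 0.977) and 0.01 for cell cycle genes, and in all 3 lists the ΔETreg and control mice overlapped. In ΔLTreg skin, 1 list passed adjustment, a set of imprinted and growth genes whose expression falls after birth, with a mean log2 fold change of -0.42 (adjusted p = 0.00824). It was followed by the cell cycle list and by 3 lists with the same adjusted p = 0.0720: 8 regulators of the melanocyte lineage, with a mean log2 fold change of -0.16, Pparg and the 6 target genes that the paper names, with 0.29, and the interferon-stimulated genes, which were higher. In ΔTreg skin, the lineage regulators fell by 0.32 on the log2 scale (adjusted p = 0.00137).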

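The 6 transcripts named in Fig. 3D had a mean log2 fold change against control of -0.40 in ΔETreg skin, -0.17 in ΔLTreg skin (adjusted p = 0.375 from limma's fry over 15 lists) and -0.89 in ΔTreg skin (adjusted p = 0.000855 from the same test). Their mean log2 CPM was 6.58 ± 0.179 (SD, n = 2) in control, 6.18 ± 0.218 (SD, n = 3) in ΔETreg, 6.41 ± 0.110 (SD, n = 3) in ΔLTreg and 5.70 ± 0.0307 (SD, n = 3) in ΔTreg skin. Every ΔETreg mouse lay below both control mice (two-sided exact permutation test on the difference of means, p = 0.2, where 0.1 is the smallest p that 3 mice against 2 allow). In ΔLTreg skin the groups overlapped (p = 0.4 from the exact test), and in ΔTreg skin they did not (p = 0.1 from the exact test). With each mouse left out in turn, the mean log2 fold change of ΔETreg skin stayed between -0.52 and -0.27. Compared directly, the 6 transcripts had a mean log2 fold change of -0.72 in ΔTreg against ΔLTreg skin, both harvested on P13 (fry, adjusted p = 0.00193). Between ΔETreg and ΔLTreg skin the mean log2 fold change was -0.23 (fry, adjusted p = 0.144), so a difference between early and late depletion did not pass a threshold of 0.05 in this test, although it did in limma's camera. Tyr, which encodes tyrosinase (chromosome 7, 87424771 to 87493512), had 100.5 ± 15.5 CPM (SD, n = 2) in control, 73.4 ± 10.9 (SD, n = 3) in ΔETreg, 87.3 ± 5.78 (SD, n = 3) in ΔLTreg and 52.4 ± 3.04 (SD, n = 3) in ΔTreg skin. Its log2 fold change was -0.45 (standard error 0.122) in ΔETreg and -0.94 in ΔTreg skin, with an adjusted p of 1.00 and of 0.000331 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
In ΔETreg skin, the other 5 transcripts had log2 fold changes of -0.36 for Tyrp1 (chromosome 4, 80834123 to 80851719), -0.44 for Dct (chromosome 14, 118012790 to 118052244), -0.43 for Slc45a2 (chromosome 15, 11000721 to 11029233), -0.35 for Oca2 (chromosome 7, 56239760 to 56536518) and -0.36 for Slc24a5 (chromosome 2, 125068124 to 125088677). None of the 6 passed adjustment over all genes in ΔETreg skin, and all 6 passed adjustment over this list alone, a list that the paper drew from the same mice. Without a filter on low counts, Tyr (adjusted p = 0.00230) and Dct (adjusted p = 0.00585) passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and under the other settings no gene of the 6 did. In ΔLTreg skin, Oca2 had a log2 fold change of -0.33 (standard error 0.116, adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Tyrp1 of -0.00, a value whose sign turned under several settings. In ΔTreg skin, all 6 passed adjustment over all genes. The paper reasons from the lowered melanocyte transcripts and from the enriched melanin terms, and from these proposes that melanocytes are the lineage most affected when ETregs are depleted, and not when LTregs are.

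**Figure D2:**
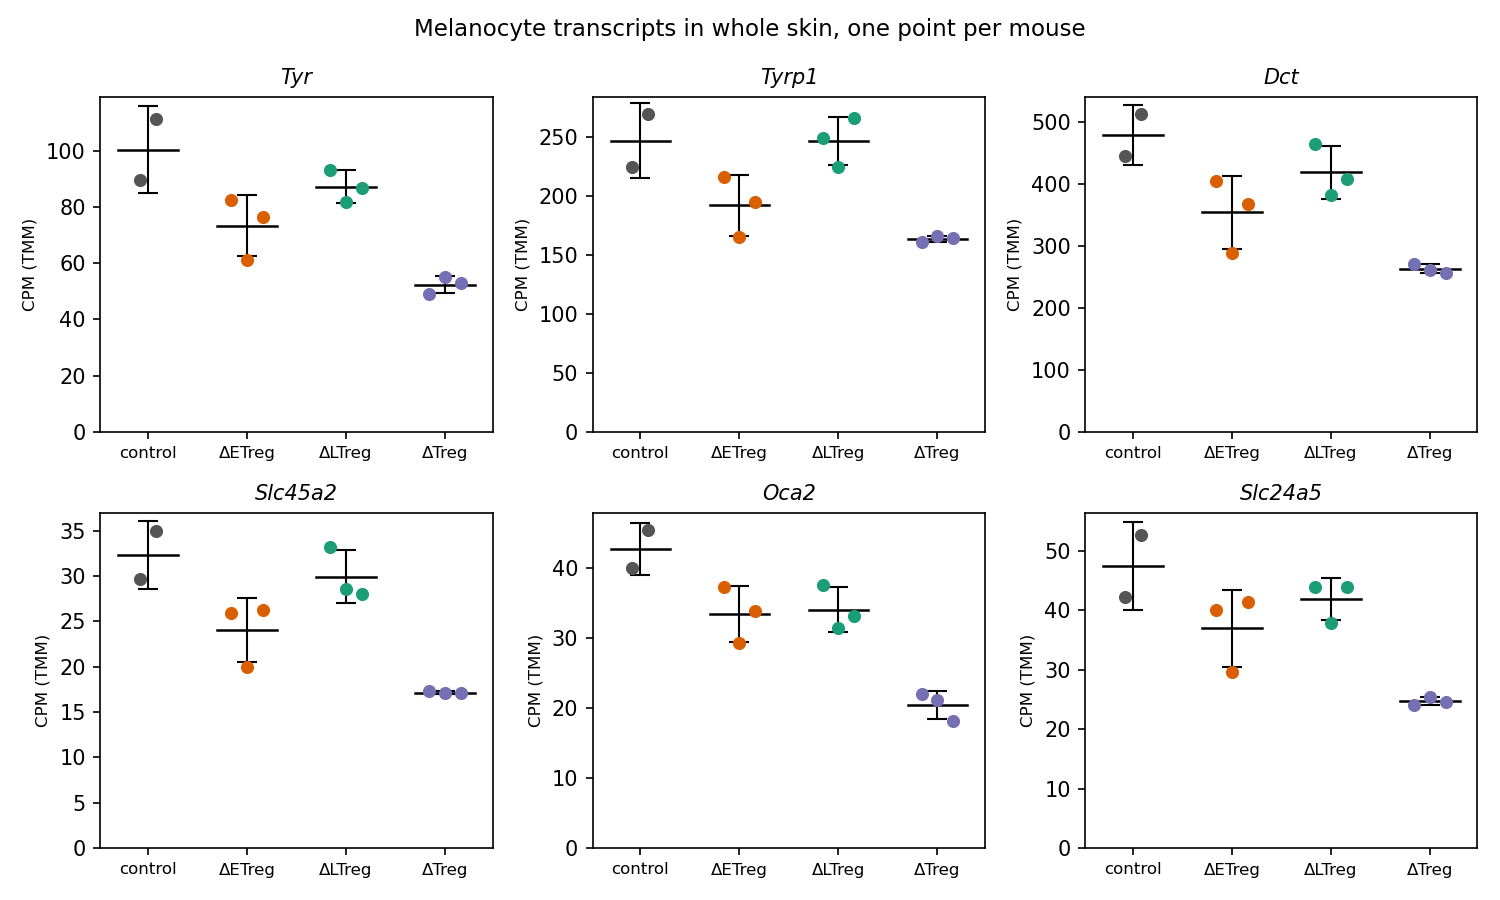
CPM after TMM normalization (y axis) of the 6 melanocyte transcripts in control, ΔETreg, ΔLTreg and ΔTreg skin (x axis), with 1 point per mouse, a line at the group mean and bars of 1 SD. For Tyr, the means are 100.5, 73.4, 87.3 and 52.4 CPM, and the ΔTreg mice lie lowest.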

**Fig. 3:**
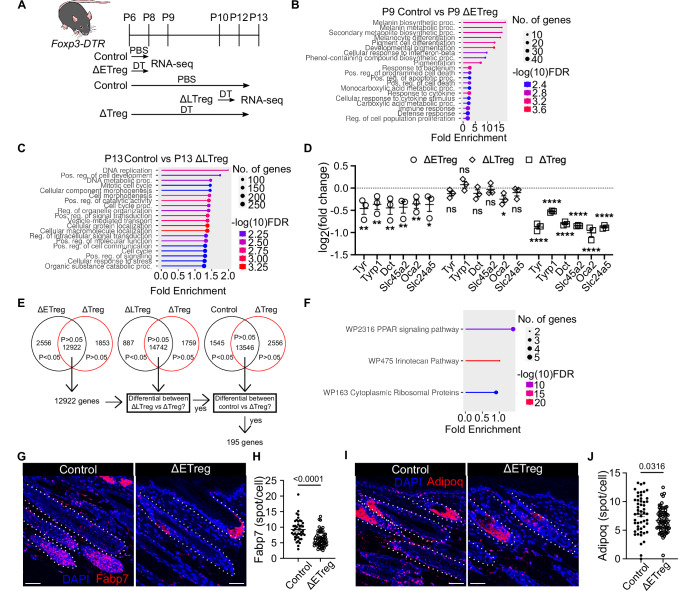
Melanocyte identity and PPARγ activity depend on the presence of early neonatal Tregs. **A** Schematic outline of experimental timeline. Skin tissues were harvested for bulk RNA-seq on P9 or on P13 depending on treatment group. (NIAID Visual & Medical Arts. (10/7/2024). Lab Mouse. NIAID NIH BIOART Source. bioart.niaid.nih.gov/bioart/281). **B**, **C** Enrichment analysis using differentially expressed genes (*p* < 0.05) between age-matched groups. **B** Control vs ΔETreg skin on P9. **C** Control vs ΔLTreg on P13. **D** Normalised expression of melanocyte marker genes. Transcript counts were normalised to age-matched controls (*n* = 2–3 biological replicates). **E** Schematic outline of workflow to identify pigmentation-associated genes. 12922 Transcripts that were non-differentially expressed (*p* > 0.05) between ΔETreg and ΔTreg were sequentially filtered. Amongst 12922 transcripts, 195 were also differential (*p* < 0.05) between ΔTreg and ΔLTreg, and ΔTreg and control. **F** Pathway analysis using pigmentation-associated genes. **G**–**J** RNAscope of PPARγ target genes in situ. P9 control and ΔETreg skin. 50 µm scale bar. **G** *Fabp7* and **H** Quantification of *Fabp7* transcripts in the hair follicle (HF). **I** *Adipoq* and **J** Quantification of *Adipoq* transcripts in the HF. **G**–**J** Data are representative of 3 independent experiments (*n* = 3–4 biological replicates). Unpaired *t*-test. ****p < 0.0001, **p < 0.01, *p < 0.05, ns *p* > 0.05. Graphs show mean ± S.E.M. Source data are provided as a Source Data file.

To identify the signalling pathways responsible for pigmentation downstream of neonatal Tregs, we employed specific inclusion criteria based on the observation that pigmentation fails to develop in the ΔETreg and ΔTreg groups. We selected genes that met the following criteria: 1) Not differentially expressed between the ΔETreg and ΔTreg groups, 2) Differentially expressed between the ΔLTreg and ΔTreg groups, and 3) Differentially expressed between the control and ΔTreg groups (Fig. 3E, Supplementary Data 1). 

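With unadjusted p-values from edgeR's quasi-likelihood test, 12037 genes met the first criterion, with p over 0.05 between ΔETreg and ΔTreg skin. The second was met by 5610 genes, with p under 0.05 between ΔLTreg and ΔTreg skin, and the other by 6293 genes, with p under 0.05 between control and ΔTreg skin. Both of these were met by 3557 genes. The first criterion compares mice harvested on P9 with mice harvested on P13, whereas the second compares mice of the same age. After adjustment, 4236 genes differed between ΔETreg and ΔTreg skin and 3096 between ΔLTreg and ΔTreg skin.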

We identified 195 genes that fulfilled these criteria. 

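All 3 criteria were met by 421 genes, of which 154 were higher and 267 lower in ΔTreg than in control skin. Of the 421 genes, 89 (21.1%) also had an unadjusted p under 0.05 between ΔETreg and control skin, in the same direction as in ΔTreg skin, and 32 passed adjustment between ΔETreg and ΔLTreg skin. The shared direction is partly built in. The criteria select genes that are alike in ΔETreg and ΔTreg skin, and both comparisons use the same control mice. None of the 6 melanocyte transcripts of Fig. 3D was among the 421 genes, because each was lower still in ΔTreg than in ΔETreg skin, with an unadjusted p under 0.05. Tyrp1 alone met the criteria under 3 alternatives, such as sex as a covariate. The number depended on the test. With DESeq2's Wald test 242 genes met the criteria, 137 of them shared with the 421, and with adjusted in place of unadjusted p-values 172 genes did. With each mouse left out in turn, the number lay between 330 and 582.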

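Of 55 genes of PPAR signalling that passed the expression filter, 2 were among the 421 genes that met the criteria for pigmentation-associated genes, a 1.59-fold enrichment (two-sided Fisher's exact test against all genes tested, p = 0.360). These were Fabp7 and Pck1. Pck1, which encodes a phosphoenolpyruvate carboxykinase (chromosome 2, 173153048 to 173159273), had 4.47 ± 0.121 CPM (SD, n = 2) in control, 3.40 ± 3.92 (SD, n = 3) in ΔETreg, 4.04 ± 2.27 (SD, n = 3) in ΔLTreg and 1.16 ± 0.491 (SD, n = 3) in ΔTreg skin. The enrichment depended on the test. With DESeq2's Wald test, which the paper used, 5 genes of the list met the criteria, Adipoq, Fabp3, Fabp7, Pck1 and Plin1, a 10.0-fold enrichment over 31984 genes tested (two-sided Fisher's exact test, p = 0.000146). When edgeR was fitted on the 2 groups of each comparison only, 4 did, Adipoq, Fabp3, Pck1 and Plin1, a 4.51-fold enrichment (two-sided Fisher's exact test, p = 0.0119). These tests treat genes as independent, and the DESeq2 background holds genes at low counts that the filter of the first test removes. Library-size normalization left 1, Pck1, and without a filter on low counts no gene of the list met them.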

Pathway enrichment analysis revealed dysregulation of transcripts under the control of the peroxisome proliferator-activated receptor (PPAR) pathway (Fig. 3F). Amongst the three PPAR isoforms, PPARα, PPARβ, and PPARγ, only PPARγ transitions from high expression to low expression from neonatal to adult skin^17^. We therefore focused on validation of PPARγ target genes. To validate the immediate decrease in PPARγ target genes, and to identify potential cell types affected by Treg depletion, we performed RNAscope analysis of neonatal P9 control and ΔETreg skin to quantify the in situ expression of the PPARγ target genes, *Fabp7* and *Adipoq*. The expression of both transcripts specifically in the HFs were significantly attenuated in ΔETreg skin relative to Treg sufficient controls. (Fig. 3G–J), suggesting the possibility that PPARγ activity is affected in cell types residing in the HFs, such as the HF keratinocytes or melanocytes upon depletion of ETregs. Overall, our findings demonstrate that ETreg depletion results in an immediate defect in the skin transcriptome, including reduced PPARγ target gene expression, resulting in a defective melanocyte function later in life. 

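In whole skin, Pparg (chromosome 6, 115360951 to 115490399) had 11.6 ± 0.999 CPM (SD, n = 2) in control, 11.6 ± 1.05 (SD, n = 3) in ΔETreg, 11.2 ± 1.62 (SD, n = 3) in ΔLTreg and 9.67 ± 1.21 (SD, n = 3) in ΔTreg skin. Its log2 fold change in ΔETreg skin was 0.01 (standard error 0.142), and leaving out 1 mouse at a time moved it between -0.08 and 0.10. Fabp7, which encodes a fatty acid-binding protein (chromosome 10, 57784881 to 57788450), had 53 and 58 counts in control mice and 44, 38 and 48 in ΔETreg mice. Its log2 fold change was -0.38 (standard error 0.251) in ΔETreg skin and -0.91 in ΔTreg skin, the latter with an adjusted p of 0.0285 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was lost when a ΔTreg mouse was left out. Adipoq, which encodes adiponectin (chromosome 16, 23146536 to 23158028), had 118 and 211 counts in control mice, 51, 311 and 44 in ΔETreg mice, 393, 517 and 196 in ΔLTreg mice and 38, 113 and 103 in ΔTreg mice. The spread between mice exceeded its change in ΔETreg skin, a log2 fold change of -0.40 (standard error 0.715). Pparg and the 6 target genes that the paper names had a mean log2 fold change of -0.17 in ΔETreg skin (two-sided exact permutation test on the list means of the mice, p = 0.3), with 5 of the 7 lower. Of the other targets, the log2 fold change in ΔETreg skin was -0.08 for Apoe, -0.24 for Pltp, -0.12 for Igf1 and 0.03 for Abca1, and none of the 7 genes passed adjustment there. Apoe and Abca1 were higher than control in ΔTreg skin, with log2 fold changes of 0.61 and 0.60. The paper concludes that PPARγ target gene expression is reduced after ETreg depletion. Its evidence is the enriched PPAR pathway and in situ counts of Fabp7 and Adipoq in hair follicles, which whole skin does not resolve. For Apoe, Pltp, Igf1 and Abca1, it reports lower expression in hair follicle cells from single-cell sequencing.

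**Figure D3:**
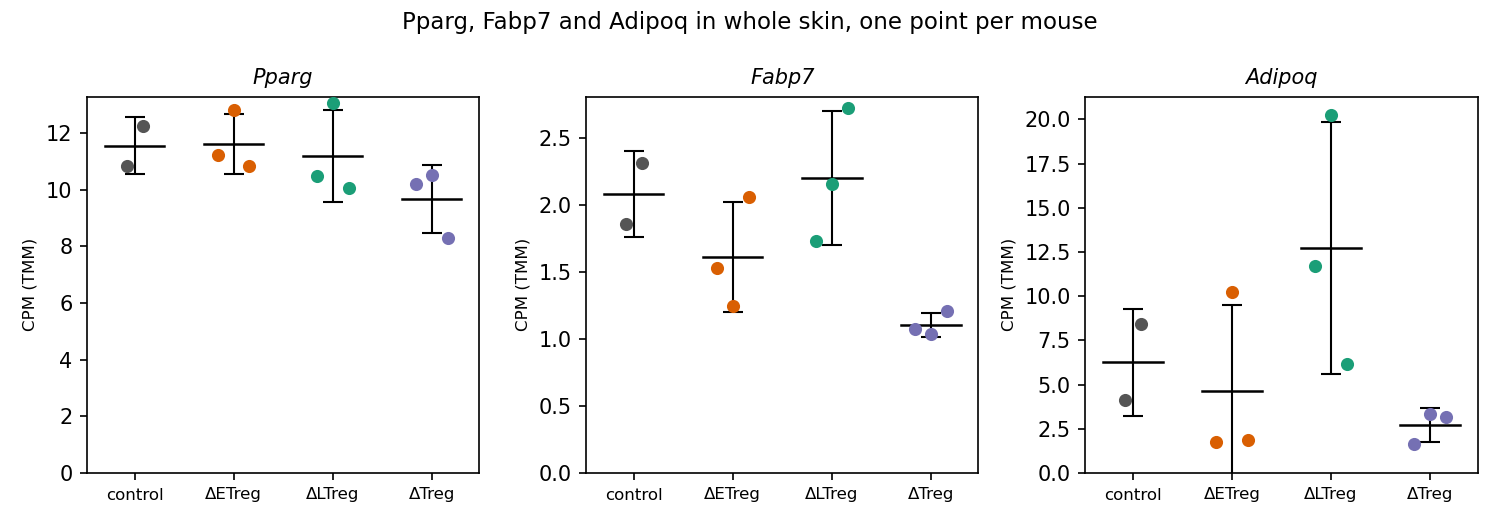
CPM after TMM normalization (y axis) of Pparg, Fabp7 and Adipoq in control, ΔETreg, ΔLTreg and ΔTreg skin (x axis), with 1 point per mouse, a line at the group mean and bars of 1 SD. Pparg lies at a mean of 11.6 CPM in both control and ΔETreg skin, and Adipoq spreads widely among the ΔETreg mice, which had 51, 311 and 44 counts.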

We identified a transient P6-P8 window for establishing a Treg-MeSC axis, during which loss of ETregs leads to significant disruption of the PPARγ signalling pathway.

### PPARγ pathway is necessary and sufficient for pigmentation

We next sought to determine if the signalling pathways identified in our transcriptomic analysis are responsible for the pigmentation defect downstream of Tregs. 

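A list of 68 PPAR signalling genes, of which 55 were tested, had a mean log2 fold change of -0.03 between ΔETreg and control skin (two-sided exact permutation test on the list means of the mice, p = 0.6), with 31 genes lower and 24 higher. None of the 55 had an unadjusted p under 0.05 (two-sided Fisher's exact test against all genes tested, p = 0.114). The smallest belonged to Acox3, with a log2 fold change of -0.15, and Fabp4, with -0.23. The sign of the mean turned under several settings, to 0.07 without a filter on low counts. In ΔTreg skin the mean log2 fold change of the list was -0.06 (adjusted p = 0.760 from limma's fry over 15 lists), and 14 of its genes passed adjustment, in both directions. The list mean of every ΔTreg mouse lay below both control mice (two-sided exact permutation test, p = 0.1, the smallest that these mice allow). Without the adipocyte genes it lay above both, with a mean log2 fold change of 0.06 (p = 0.1 from the exact test). No gene of either the PPAR or the interferon list passed adjustment over the 18375 filtered genes in ΔETreg skin with edgeR's quasi-likelihood test, where 1 gene passed in all. Tgtp1 and Tgtp2 of the interferon list passed without a filter on low counts and with DESeq2's Wald test.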

In ΔETreg skin, the two main pathways impacted were associated with Type-I interferon response and PPAR signalling (Fig. 3B). These candidate pathways have previously been associated with adult melanocyte function in vitro^18,19^, but whether they play a role during postnatal skin development in vivo has not been assessed. To determine if regulation of the interferon pathway is a major mechanism by which ETregs facilitate MeSC functions, we neutralized interferon alpha-receptor (IFNAR) in ETreg depleted mice using an anti-IFNAR monoclonal antibody. Neutralization of IFNAR was unable to reinstate skin pigmentation in ΔETreg mice, ruling out the interferon-β response as pathway mediating the Treg-MeSC axis. (Supplementary Fig. 8B).

The next set of experiments addressed if modulation of the PPAR pathway plays a functional role during steady state neonatal skin development. Amongst three isoforms of PPAR (α, β and γ), PPARγ is expressed at higher levels in neonatal skin relative to adult skin^17^. Therefore, we utilised small molecule modulators targeting the γ isoform, the antagonist T0070907 and agonist GW1929. These small molecules were intraperitoneally injected on P6 and P8 to test the necessity and sufficiency of the PPARγ pathway (Fig. 4A). Inhibition of PPARγ signalling during this early developmental window led to a reduction in melanin production in hair cycle stage-matched follicles, recapitulating the ΔETreg phenotype. Conversely, activation of PPARγ signalling in ETreg-depleted mice restored pigmentation to control levels (Fig. 4B, C). These results demonstrate that PPARγ signalling is both necessary and sufficient to support melanocyte-mediated pigmentation downstream of Tregs.

**Fig. 4:**
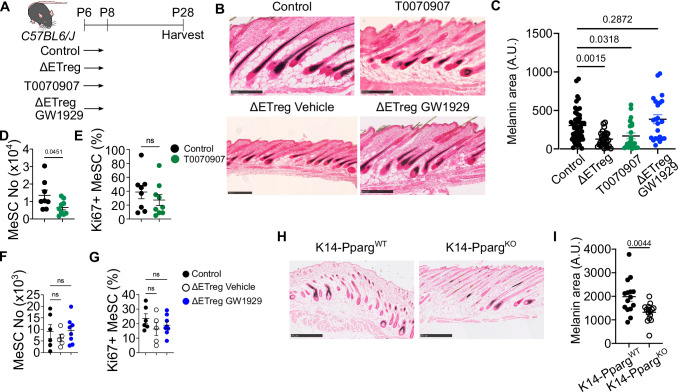
Melanogenic activity requires Treg-PPARγ signalling axis. **A** Schematic timeline of PPARγ modulation experiment. Control group received DMSO on P6 and P8. ΔΕTreg group received DT and DMSO on P6 and P8. T0070907 group received the 2.5 µg/g of PPARγ antagonist, T0070907, on P6 and P8. ΔΕTreg GW1929 group received DT and 20 µg/g of GW1929 on P6 and P8. (NIAID Visual & Medical Arts. (10/7/2024). Lab Mouse. NIAID NIH BIOART Source. bioart.niaid.nih.gov/bioart/281). **B** Fontana & Masson staining. 250 µm scale bars. **C** Quantification of melanin area in stage-matched hair follicles. **D**–**G** Flow cytometric characterisation of MeSCs on P28. **D**, **E** Absolute number and percentage of Ki67^+^ MeSC upon antagonisation of PPARγ pathway. **F**, **G** Absolute number and percentage of Ki67^+^ MeSCs upon agonisation of PPARγ pathway in ETreg-depleted skin (ΔETreg). **H**, **I** Melanin area in Pparg-sufficient control (K14-Pparg^WT^) and upon HF-specific deletion of Pparg (K14-Pparg^KO^). 500 µm scale bars. **C**, **F**, **G** One way ANOVA. **D**, **E**, **I** Unpaired *t*-test. Graphs show mean ± S.E.M. Data are pooled from 2 independent experiments (*n* = 4–6 biological replicates). ***p < 0.001, **p < 0.01, *p < 0.05, ns *p* > 0.05. Source data are provided as a Source Data file.

We then examined whether these changes were associated with altered MeSC dynamics. Inhibition of PPARγ signalling reduced MeSC number but not their proliferation (Fig. 4D, E), whereas PPARγ agonist treatment had no detectable effect on MeSC abundance or proliferation (Fig. 4F, G). This suggests that PPARγ may act through an intermediate cell population to promote melanogenesis, rather than directly supporting MeSC maintenance.

Based on spatial expression of the PPARγ targets Fabp7 and Adipoq in the hair follicle (Fig. 3G–J), and the absence of significant changes in skin-resident T cell numbers or proliferation following PPARγ modulation (Supplementary Fig. 9A–H), we hypothesised that the relevant PPARγ-responsive population is non-immune and epithelial. To directly test this, we generated *Krt14-Cre; Pparg-floxed* mice (K14-Pparg^KO^) mice to delete PPARγ from the hair follicle epithelium. These mice exhibited markedly reduced melanin levels relative to controls, confirming that epithelial PPARγ activity is required for normal pigmentation (Fig. 4H–I).

Together, these experiments establish a functional role for epithelial-intrinsic PPARγ activity in supporting skin pigmentation during neonatal development. Our findings position PPARγ as a key downstream effector of early Treg activity, linking immune regulation to epithelial cues that govern melanocyte function.

### Epithelial-intrinsic PPARγ signalling activity relies on the presence of ETregs

To begin to understand the diverse cell states in the skin microenvironment, and to further elucidate the cellular mechanisms underlying the ETreg-PPARγ axis, we performed single-cell RNA-sequencing (scRNA-seq) of CD45+ and CD45- cells in the presence and absence of Tregs. We reasoned that since Tregs reside proximal to both HFs and the interfollicular epidermis^10,20,21^, early compensatory responses of epithelial resident cell types to ETreg depletion likely precede effects on skin pigmentation in later life. Furthermore, because the expansion of activated self-reactive T cells is observed 3–4 days after Treg ablation^9^ we sought to avoid these confounding variables by analysing skin-resident cells 1 day after the last DT treatment, on P9. Also, given skin pigmentation requires the presence of P6-8 ETregs, but not P10-12 LTregs, P9 was a rational timepoint to analyse early transcriptional mechanisms that govern pigmentation downstream of ETregs.

Firstly, we quantified CD45^+^ immune cell subsets to assess the accumulation of the major inflammatory lymphoid and myeloid cell lineages in skin. In support of our flow cytometric profiling on P9 (Supplementary Fig. 6A, B), pronounced local immune cell activation and inflammation were not observed following ETreg depletion, even though NK cells were moderately increased (Supplementary Fig. 10A, B). We also analysed CD45^-^ immune cells and identified melanocytes (Mel), epithelial cells (Epithelia), hair follicle cells (HF), and other structural cells such as fibroblasts (Fib) and vascular endothelial cells (Vasc). While the overall abundance of these cells was also minimally affected, the proportions of both melenocytes and vascular endothelial cell populations appear to expand in ΔETreg skin (Fig. 5A, B).

**Fig. 5:**
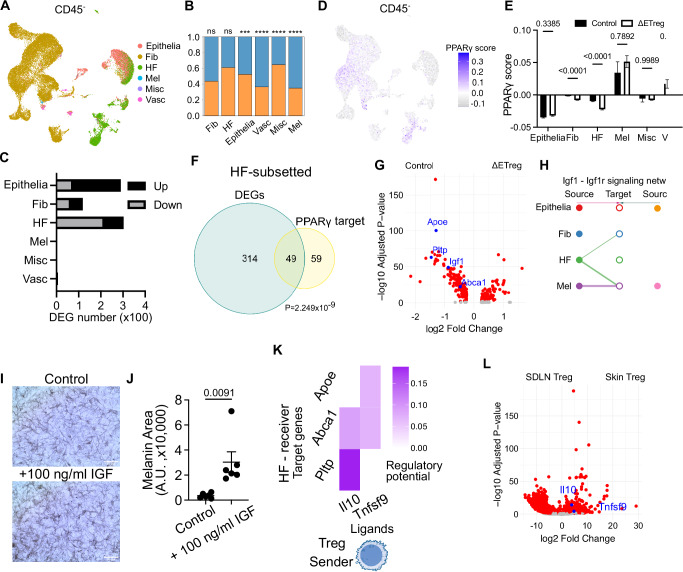
Neonatal Tregs regulate the hair follicle transcriptome and PPARγ activity. **A** UMAP representation of CD45^-^ non-immune cells. **B** Ratio of non-immune cells in control and ΔETreg skin. Epithelia epithelial cells, Fib fibroblast, HF hair follicle, Mel melanocyte, Misc miscellaneous, Vasc vascular cell. **C** Number of differentially expressed genes (DEG) by cell type. **D** UMAP representation showing PPARγ score. **E** PPARγ score by cell type between control and ΔETreg skin. *n* = 3 biological replicates per condition. **F** Venn diagram depicting the overlap between the total differentially expressed genes (DEGs) and known PPARγ target genes. P value represents the significance of the overlap as determined by a chi-square test. **G** Volcano plot of representative differentially expressed PPARγ target genes, *Apoe*, *Pltp*, *Igf1*, and *Abca1* (blue). **H** Cellchat analysis displaying interactions between cell types (nodes) and the cell-cell interactions (lines). **I** Melan-a cell line cultured in the absence (control) or presence of IGF-1 (100 ng/ml). Scale bar represents 50 μm. **J** Quantification of melanin area. 6 technical replicates per condition. Two-sided unpaired *t*-test. Graphs show mean ± S.E.M. **K** NicheNet analysis using HF cells subsetted from mouse scRNA-seq and sorted Tregs from P9 skin (NIAID Visual & Medical Arts. (10/7/2024). T Cell. NIAID NIH BIOART Source. bioart.niaid.nih.gov/bioart/508). **L** Volcano plot showing higher expression of *Il10* and *Tnfrsf9* in skin Tregs than in SDLN Tregs. Source data are provided as a Source Data file.

Next, we performed a pseudo-bulk differential gene expression analysis to ascertain the magnitude of transcriptomic changes induced across all cell populations in ΔETreg and control mice. The most pronounced changes were identified in the HF and Epithelia clusters encompassing all epidermal keratinocytes of skin, whereas the CD45^+^ immune cells appear minimally impacted (Supplementary Fig. 10C). When combined, these HF and keratinocytes account for almost 600 differentially expressed genes (DEGs) (*P*_adj_ < 0.05) in the dataset (Fig. 5C and Supplementary Data 2), whereas those of total immune cells amount to approximately 400. Among the hematopoietic CD45^+^ fraction, the innate lymphoid cell (ILC) cluster was most impacted with 200 DEGs imparted by ETreg depletion (Supplementary Fig. 10C and Supplementary Data 3). T cell numbers changed minimally, despite being considered the main targets of Treg-mediated suppression (Supplementary Fig. 10B). Collectively, these results indicate that the major cellular targets under the control of ETregs in neonatal skin are epithelial and HF cells.

Whole skin bulk RNA-seq and functional in vivo skin pigmentation rescue experiments strongly implicate the PPARγ-pigmentation axis as a major mechanism under Treg control (Figs. 3B–J and 4B, C). Therefore, we next assessed changes in PPARγ activity across the captured cell types in the presence and absence of ETregs. We selected a set of experimentally validated PPARγ target genes^22^ and constructed an activity score using the “AddModuleScore” function built into Seurat package. Increasing scores on this scale indicate increased expression of PPARγ target genes. Within the CD45^+^ fraction, neutrophils and macrophages displayed the highest activity levels which is in line with the known role for PPARγ in these cell types^23,24^. However, PPARγ scores in these cell types were largely unaffected by ETreg depletion. Instead, amongst the CD45^-^ cells, the most pronounced downregulation of the PPARγ activity score was observed in HF keratinocytes (Fig. 5D, E). This result is in agreement with reduced expression of PPARγ target genes, such as *Fabp7* and *Adipoq* in the HFs (Fig. 3G–J). This is perhaps an unsurprising result given that the HF cluster demonstrated the highest levels of transcriptomic perturbation (Fig. 5C), and the spatial proximity of HF cells to MeSCs in skin. Further analysis of the HF subset showed that 49 of 363 DEGS (~14%) between the control and ETreg depleted groups were known transcriptional targets of PPARγ (*p* = 2.25 × 10^−9^) (Fig. 5F). This included genes such as Apoe, Pltp, Abca1, and Igf1, all of which were significantly downregulated in ΔΕTreg skin (Fig. 5G). To determine whether these transcriptional changes influence melanocyte behaviour, we used CellChat to infer ligand-receptor communication networks^25^. This analysis predicted that IGF1, a PPARγ target expressed in hair follicles, mediates communication between hair follicle cells and melanocytes (Fig. 5H).

To functionally validate this, we cultured Melan A melanocytes in the presence of recombinant IGF1 and observed a significant increase in melanin production (Fig. 5I–J), consistent with its role as a melanogenic factor. Lastly, we investigated how Tregs might modulate PPARγ activity in the hair follicle. Bulk RNA-seq of sorted skin and SDLN Tregs at P9, followed by NicheNet analysis^25^, revealed that skin-resident Tregs preferentially express IL10 and TNFSF9, cytokines predicted to regulate Apoe, Pltp, and Abca1 expression in epithelial cells (Supplementary Data 1, Fig. 5K–L). These genes are central to lipid transport and metabolic signalling^26–29^, and their downregulation may contribute to impaired PPARγ pathway activation.

Together, these findings demonstrate that neonatal skin Tregs regulate epithelial PPARγ signalling in the hair follicle niche, in part via IL10 and TNFSF9. This PPARγ activity supports expression of melanogenic factors such as IGF1, which may then act on adjacent melanocytes to promote pigment production.

### The PPARγ pathway is implicated in vitiligo and during human skin development

Numerous disorders of skin pigmentation have been described in humans. The most prominent of which is the autoimmune skin disease, vitiligo, in which depigmented skin results from melanocyte destruction^30^. Genome wide association studies have highlighted vitiligo susceptibility loci in genes that support Treg function, including IKZF4 and CTLA4^31,32^, Additionally, Tregs are important for restraining skin depigmentation severity in lesional vitiligo skin, further suggesting a functional role for Tregs in disease pathogenesis. Given these associations, we sought to explore whether PPARγ signalling is impaired in pathologically depigmented human skin. To investigate this, we analysed a publicly available scRNA-seq data of human skin samples from 5 healthy donors and 10 vitiligo patients^33^. The final processed datasets yielded 8 main cell types. Consistent with our murine skin single-cell data, we identified two major clusters of keratinocytes in healthy and vitiligo skin; ‘HF’ characterized by high expression of hair follicle-associated markers *KRT14* and *KRT15*, and ‘Epithelia’ that expressed the interfollicular epidermal transcript *KRT5*. We next applied the PPARγ scoring module to assess the level of activity across the captured cell populations^22^. These analyses revealed that only the HF cell type from vitiligo skin exhibited a significant downregulation in PPARγ pathway activation, relative to heathy controls. (Fig. 6A, B). This result aligns closely to our murine single-cell data where dysregulation of PPARγ signalling was identified in HF cells upon loss of ETregs in neonatal skin (Fig. 5E). Together, these findings raise the possibility that impaired Treg function may disrupt PPARγ signalling in human skin, potentially contributing to disease pathogenesis. Further studies will be required to directly test this hypothesis in humans.

**Fig. 6:**
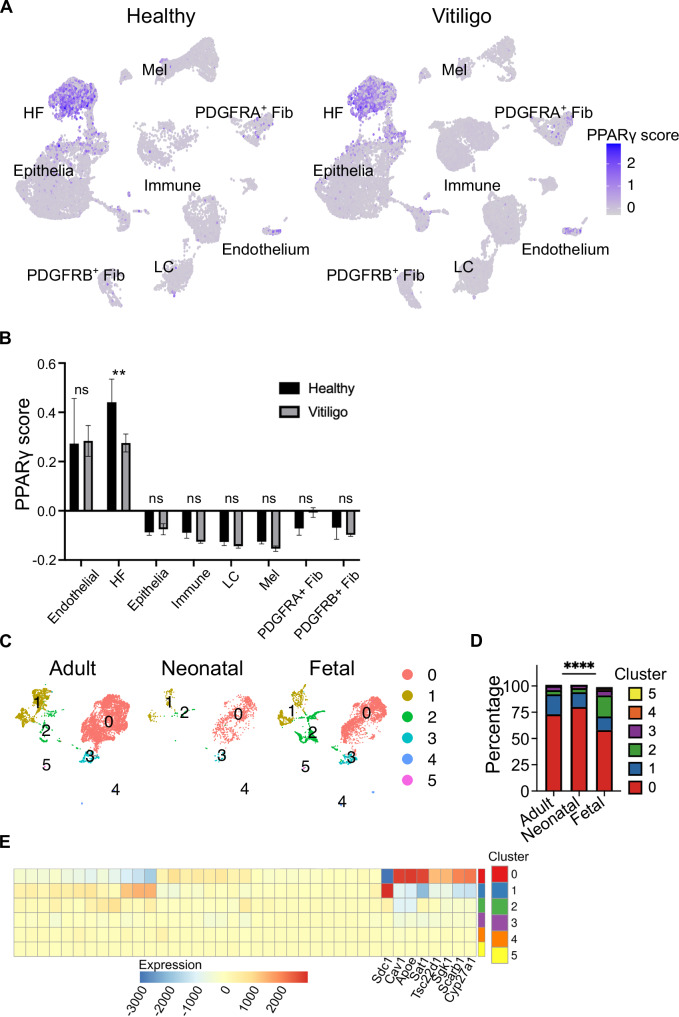
PPARγ target genes are differentially regulated between human developmental stages and diseased states. **A**, **B** scRNA-seq analysis of skin from healthy donors and vitiligo patients. **A** UMAP representation of PPARγ target gene expression score. Endothelial endothelial cells, HF hair follicle, IFE interfollicular epidermis, Immune immune cells, LC Langerhans cells, Mel melanocytes, PDGFRA+ Fib PDGFRA+ fibroblasts, PDGFR+ Fib PDGFRB+ fibroblasts. **B** Quantification of PPARγ score. Fisher’s LSD test. **C**–**E** scRNA-seq analysis of foetal, neonatal, and adult melanocytes. **C** UMAP representation of clusters. **D** Percentage of cells belonging to individual clusters. Chi-squared test. **E** Heatmap of PPARγ target gene expression. ****p < 0.0001, **p < 0.01, ns *p* > 0.05. Source data are provided as a Source Data file.

We next set out to address if the PPARγ pathway is involved in human neonatal melanocyte development. In utero, Tregs seed the skin early as gestational week (GW) 18^17,34^. This timeframe aligns closely with murine skin development during the first week of life when ETregs begin to accumulate (Fig. 1). Importantly, this period of Treg infiltration coincides with human HF development, which involves the migration of melanoblasts to the HF to complete the melanocyte maturation process^35^. Given these associations, we analysed scRNA-Seq data of melanocytes isolated from foetal (9.5–18 GW), neonatal (0 years), and adult (24–81 years) tissue^33,36^. We identified 6 distinct clusters across the dataset. Chi-squared analysis revealed a marked enrichment of adult and neonatal melanocytes for cluster 0, while fetal melanocytes were enriched for cluster 2 (Fig. 6C, D). This observation suggests that melanocyte maturation involves the expansion of cluster 0. Indeed, cluster 0 expresses high levels of mature melanocyte markers such as *DCT, PMEL, TYR*. Cluster 2 expresses high level of proliferation-associated transcripts such as *MKI67, TOP2A and CCNB1*, therefore representing actively dividing melanocytes (Supplementary Data 4). Further analysis identified elevated expression of multiple PPARγ target genes in cluster 0 (Fig. 6E)^37^, including *CAV1*^38^, which regulates melanogenesis and *SCARB1*, which is involved in fatty acid uptake^39^. Overall, an increased PPARγ activity is associated with melanocyte maturation. The transition frow low PPARγ activity to high PPARγ activity temporally coincides with Treg seeding. As such, our findings suggest the possibility that human Tregs may modulate PPARγ activity during human skin development.

Collectively, our analysis of human transcriptomic data suggests that the PPARγ pathway is active during melanocyte development and is preferentially disrupted in HF cells from the pigment-deficient disease state Vitiligo.

## Discussion

Conventionally, Tregs are defined by their robust capacity to dampen tissue inflammatory responses. More recently, there is an increasing realization of the important non-conventional role of adult Tregs in supporting normal tissue maintenance and repair that is either independent of, or mutually codependent with, control of local inflammation^5,10,11,15,20,40,41^. In neonates, Tregs are instrumental in establishing mechanisms of peripheral tolerance to both tissue-specific and commensal bacterial antigens^6,7^, as well as regulation of the skin stromal cell niche during the second week of life^5^. Furthermore, adult Tregs support the bone marrow and skin stem cell (SC) niche^10,42,43^, but whether a Treg-SC axis exists in neonatal tissue has not been established.

Here, we show that early skin seeding Tregs (ETregs) in the first week of life play a crucial role in establishing tissue homoeostatic processes that manifest in later life. We observed fluctuations of the critical Treg effector molecules CD25 and CTLA4 between postnatal day 6 (P6), P9, and P12 skin, suggesting a temporal dynamic in Treg function during early neonatal stages. Indeed, transient depletion of P6-P8 ETregs, but not P10-P12 late skin seeding Tregs (LTregs), led to impaired melanocyte stem cell (MeSC) mediated skin pigmentation on P28. This indicates that the early neonatal period represents a critical phase for establishing the Treg–MeSC axis and functional maturation of MeSCs.

Interestingly, we also observed a compensatory influx of Tregs following neonatal depletion, resulting in higher Treg numbers in ΔETreg skin compared to controls by P28 (Fig. 2I). A previous study has shown that neonatal and adult Tregs are functionally distinct^7^, raising an important question about whether the repopulating Tregs can fully restore the developmental roles of their neonatal counterparts.

To identify the molecular mechanisms responsible for Treg-mediated pigmentation, a whole skin transcriptomic analysis after ETreg depletion identified melanocyte dysfunction and modulation of the PPARγ pathway as under ETreg control. These changes occurred immediately, within 24 h, following ETreg depletion before any signs of a fulminant skin inflammatory response. 

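In whole skin taken 24 h after the last dose, a list of 25 inflammation genes, 24 of them tested, had a mean log2 fold change of -0.11 between ΔETreg and control skin (two-sided exact permutation test on the list means of the mice, p = 0.9). None of these genes passed adjustment, and 3 had an unadjusted p under 0.05. In ΔLTreg skin the mean log2 fold change was 0.50 (adjusted p = 0.110 from limma's fry over 15 lists), and in ΔTreg skin it was 3.51 (adjusted p = 1.35e-05 from the same test), with 23 of the 24 genes past adjustment. Gzmb, which encodes granzyme B of cytotoxic lymphocytes (chromosome 14, 56258838 to 56262260), was at least 216-fold higher in ΔTreg than in control skin (adjusted p = 1.42e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ΔETreg skin Gzmb was at 0.0232 ± 0.0402 CPM (SD, n = 3), and 3 counts or fewer were found in every control mouse.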

Restoration of neonatal PPARγ signalling re-instated skin pigmentation, suggesting that this pathway plays a major role downstream of ETregs. By contrast, LTreg depletion leads to transcriptomic changes in genes associated with tissue morphogenesis, suggesting that LTregs may regulate the structural integrity of the skin (Fig. 3C). 

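In ΔLTreg skin, 14 skeletal muscle genes had a mean log2 fold change of 1.77 against control (adjusted p = 0.0861 from limma's fry over 15 lists), and all 14 were higher. The mean log2 CPM of this list was 8.15, 6.90 and 8.61 in the 3 ΔLTreg mice and 6.19 and 6.37 in the control mice, and the amount of muscle taken with each piece of skin is not recorded. Hair shaft keratins had a mean log2 fold change of -0.23 (adjusted p = 0.480), and 1 ΔLTreg mouse lay apart, with a mean log2 CPM of 7.59 against 9.14 and 9.34 in the others. Adipocyte genes had a mean log2 fold change of 0.45 (adjusted p = 0.513) in ΔLTreg skin. They were lower in ΔTreg than in ΔLTreg skin at the same age, with a mean log2 fold change of -0.94 (adjusted p = 0.0593). Peg3, an imprinted gene whose expression falls after birth (chromosome 7, 6703892 to 6730431), had 80.2 ± 8.74 CPM (SD, n = 3) in ΔLTreg and 192 ± 12.0 (SD, n = 2) in control skin, a log2 fold change of -1.26. In ΔETreg skin, harvested on P9, Peg3 had 184 ± 26.7 CPM (SD, n = 3), near its level in control skin. The legend of Fig. 3 describes age-matched controls, but the harvest day of the control mice is not in the sample labels. The imprinted and growth genes had a mean log2 CPM of 5.74 and 5.69 in the control mice and 5.59 to 5.79 in ΔETreg mice. The same list lay at 5.19 to 5.40 in ΔLTreg mice and 4.56 to 4.79 in ΔTreg mice. Control mice thus lay with the mice harvested on P9. Controls taken near P9 would give this pattern, and so would an effect of depletion after P10. Age and depletion therefore cannot be told apart in the differences from control.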

In line with this observation, depletion of late-seeding Tregs on P8 and P15 leads to the absence of dermal white adipose tissue in later life^5^. We observed similar loss of adipose tissues upon a 4-dose depletion of neonatal Tregs on P6, P8, P10 and P12 (Supplementary Fig. 3C). Together, these observations strongly support temporal dynamic in Treg function. Our flow cytometric profiling of Treg activation markers, such as CD25 and CTLA4, suggest that an intrinsic functional difference between early and late neonatal Tregs are responsible for distinct phenotypes produced by temporal variation in the depletion regimen. Another plausible explanation for the phenotypic differences is that the rapidly developing postnatal skin is only dependent on ETregs for melanogenic activity.

In addition to its immunomodulatory functions, the PPARγ pathway plays a key role in the accumulation and adaptation of Tregs within adipose tissue microenvironments, such as the dermal white adipose underlying the dermis^44^. However, various skin resident T cell populations were unaffected by transient antagonization of the PPARγ pathway in neonatal mice (Supplementary Fig. 8B). This suggests that the Treg-melanocyte axis may operate independently of skin-resident adaptive immune cells. Moreover, skin pigmentation was not restored in ΔETreg mice upon depletion of CD8^+^ T cells or blockade of the interferon-β response (Supplementary Fig. 6A, B). These observations support the idea that suppression of inflammation is not the major mechanism by which ETregs promote melanocyte mediated skin pigmentation.

Finally, our whole tissue single-cell analysis suggests that Tregs preferentially regulate PPARγ activity within the HF epithelium (Figs. 3I–L and 5I). Other cell types, such as neutrophils, may contribute to the regulation of PPARγ activity following ETreg depletion. However, these cell types remain unaddressed by our flow cytometric profiling and single-cell RNA-seq analysis, which are unable to capture these populations. Globally, the transcriptome of HFs was impacted most significantly relative to other detected cell types in skin immediately upon depletion of ETregs (Fig. 5E). Similar findings were reported in a recent study assessing the transient loss of Tregs in the contexts of lung cancer and injury induced inflammation. Within 2 days of Treg ablation there were pronounced transcriptional responses in stromal cells, but not adaptive immune cells^45^. The authors demonstrate that this Treg ‘connectivity’ to non-haematopoietic cell types in lung is facilitated by in situ proximity to these first responding cell types. Given that Tregs reside in proximity to epithelial cells and MeSCs within the HF regions supports the notion that Tregs are highly connected to HFs in skin^20^. We also demonstrated the relevance of this connection in the human skin pigmentation disorder, vitiligo, where Tregs have been implicated in restraining clinical severity. Our analyses have uncovered preferential disruption of PPARγ signalling within the HF epithelium in diseased skin relative to healthy controls (Fig. 6B). Furthermore, we note that PPARγ activity remains low until Treg seeding, and increases after 18 (Fig. 6C–E), when Tregs are known to seed human skin^46^. This raises the possibility that the presence of Tregs in human skin is also required for the activation of PPARγ activity. Together, these observations suggest that Tregs during very early life are functionally poised to modulate PPARγ responses in the HF epithelium and that modulation of this pathway is also impacted in human diseased skin where Tregs play a functional role.

A major limitation of our study is the reliance on pharmacological modulators of PPARγ, rather than genetic models for pathway manipulation in vivo. While neonatal administration of the PPARγ antagonist T0070907 reduces melanocyte abundance in wild-type mice, (Fig. 4D) it does not have the same effect in ΔETreg animals (Fig. 2G). This suggests that distinct mechanisms may underlie pigmentation defects in these two contexts. One possibility is that other melanocyte-regulatory pathways, such as Wnt or TGFβ signalling^47,48^, may be impacted upon ETreg depletion. Though, these pathways were not identified as being immediately altered following ETreg depletion. However, our transcriptomic analyses did not identify these pathways as being immediately impacted after Treg loss.

An alternative explanation lies in cell-type sensitivity: we observed that melanocytes display the highest PPARγ activity scores at baseline, potentially rendering them more susceptible to pharmacological inhibition (Fig. 5E). This may account for the differential outcomes observed between ETreg depletion and PPARγ blockade.

Overall, our study provides new insights into the function of the foremost skin-seeding Tregs during neonatal life. Immune profiling during the first 12 days indicates a temporal dynamic in Treg function, whereby early skin seeding Tregs, but not later seeding Tregs, potentiate PPARγ signalling to facilitate melanocyte function. Pertinently, GWAS studies have implicated Treg malfunction in the human melanocyte-associated disease, vitiligo^49^. Future studies investigating the frequency, phenotype, and, most critically, the spatial co-localization of neonatal skin Tregs with stem cell populations in the hair follicle epithelium at single-cell resolution are warranted. Such efforts may uncover previously unappreciated Treg modalities that shape early-life skin development and contribute to disease susceptibility later in life.

## Methods

### Mouse studies

All animal experiments were subject to local ethical approval and performed under the terms of a UK government Home Office licence (PP6051479). All mice were outbred on a C57BL/6J background. Both male and female mice were used. B6.129(Cg)-Foxp3^tm3(DTR/GFP)^Ayr/J (Foxp3-DTR) mice were purchased from Jackson laboratories. For Treg depletion, *Foxp3-DTR* mice intraperitoneally received 30 ng/g of DT on P6 and P8. Thymic egress was blocked by intraperitoneal injection of FTY720 (Selleck Chemicals), dissolved in normal saline, at a dose of 10 mg/kg on P6 and P8. PPARγ antagonization was performed by intraperitoneal administration of 2.5 µg/g of T0070907 on P6 and P8. Rescue studies were performed by intraperitoneal administration of 30 ng/g of DT and 20 µg/g of GW1929 on P6 and P8. CD8^+^ T cells were depleted by intraperitoneal administration of 100 µg of α-CD8 depleting antibody (BioXcell) on P6, P8, P15 and on P22. Interferon-β responses were blocked by intraperitoneal administration of α-Ifnar blocking antibody (Biolegend) on P6 and P8. To assess the role of epithelial-intrinsic PPARγ, we used *Krt14-Cre; Pparg* ^*fl/fl*^ mice, in which *Pparg* is deleted in the keratinocyte lineage. These mice were generated by crossing *Krt14-Cre* mice (Tg(KRT14-cre)1Amc; provided by Abigail Tucker) with *Pparg fl/fl* mice (Pparg^tm2Rev^; from JAX lab). Pre-weanlings were sacrificed by overdose of pentobarbital. Post-weanlings were sacrificed by CO2 asphyxiation followed by severing a major blood vessel. All efforts were made to minimise suffering for mice.

### Tissue digestion

Single-cell suspensions of full-thickness skin for flow cytometry was performed as previously described^10^. Isolation of cells from axillary, brachial and inguinal lymph nodes for flow cytometry was performed by mashing tissue over 70 μm sterile filters. To prepare dorsal skin cell suspension, shaved mouse skin was de-fatted, minced finely with scissors, and re-suspended in a 3 ml of C10 (RPMI-1640 with L-glutamine with 10% heat-inactivated FBS, 1% penicillin-streptomycin, 1 mM Sodium pyruvate, 1% Hepes, 1× Non-essential amino acid and 60 μM β-mercaptoethanol) supplemented with 2 mg/ml collagenase XI, 0.5 mg/ml hyaluronidase and 0.1 mg/ml DNase in a 50 ml conical. The mixture was digested in a shaking incubator at 37 °C at 255 rpm for 45 min. After a vigorous shaking, the digested mixture was passed through a sterile 100 μm filter fitted onto a 50 ml conical. After pelleting, the filtrate was then filtered once more through a 40 μm strainer fitted onto a new 50 ml conical. Finally, the cells were pelleted once more and re-suspended in 1 ml of C10. Epidermal cell suspensions were prepared by scraping the dermis away with forceps and incubating the layer of epidermis on 3 mL of 0.5% Trypsin-EDTA (ThermoFisher) at 37 °C for 1 h. Epidermal cells were isolated by scraping the trypsinised epidermis on a petri dish containing 4 ml of C10 media. The mixture of cell suspension and scraped skin was filtered through a 70 μm strainer fitted onto a 50 ml conical. Finally, the cells were pelleted and re-suspended in C10. After cell count using nucleocounter (Chememoetec), cells were plated on nunc round bottom 96-well plates (Thermofisher) for staining.

### Flow cytometry

Following isolation from the tissue, cells were labelled stained in PBS for 20 min at 4 °C with a live dead marker (Zombie UV^TM^, Biolegend). Surface staining was performed in brilliant stain buffer (BD Biosciences) for 20 min at 4 °C. For intracellular staining, cells were fixed and permeabilized using reagents and protocol from the Foxp3 staining buffer kit (eBioscience). Fluorophore-conjugated antibodies specific for mouse cell surface antigens and intracellular transcription factors were purchased from eBioscience, BD Biosciences or Biolegend as detailed in the Supplementary Data 1. All samples were run on Fortessa LSRII (BD Biosciences) at the KCL BRC Flow Cytometry Core. Experiments were standardised using SPHERO Rainbow calibration particle, 8 peaks (BD Biosciences, 559123). For compensation, UltraComp eBeads (Thermo Fisher, 01-2222-42) were stained for each surface and intracellular antibody following the same procedure as cell staining. ArC Amine Reactive Compensation Bead Kit (Thermo Fisher, A10346) were used for Zombie UV^TM^ stain. All gating and data analysis were performed using FlowJo v10, while statistics were calculated using GraphPad Prism 9. Strict dead cell and doublet cell exclusion criteria were included for all immune cell analysis, followed by pre-gating for all hematopoietic cells as CD45^+^. All immune cells were pre-gated as Zombie UV^-^ CD45^+^ cells. CD3^-^ lymphoid/myeloid cells were gated TCR^γδ–^CD3^–^ double negative cells. Other lymphoids were gated as TCRγδ^+^CD3^+^ dermal γδ T cells (dGDTCs), TCRγδ^hi^CD3^hi^ dendritic epidermal T cells (DETCs), ΤCDγδ^-^CD3^+^CD8^+^ T cells (CD8), ΤCRγδ^-^CD3^+^CD4^+^Foxp3^–^ T effector cells (Teff), and ΤCRγδ^-^CD3^+^CD4^+^Foxp3^+^ regulatory T cells (Tregs).

### T cell stimulation

PMA/Ionomycin cocktail (Tonbo Biosciences) was diluted to 1× concentration in C10. Heat-inactivated FBS must be used to make C10 for cell stimulation. 6–8 million live cells were re-suspended in 200 μl of 1× PMA/Ionomycin cocktail and plated on a round-bottom 96-well plate (Thermofisher Scientific). Re-suspended cells were incubated at 37 °C for 4 h. Stimulated cells were centrifuged at 1800 rpm for 4 min at 4 °C. Cell pellets were washed by topping up with 200 μl of FACS buffer and centrifugation at 1800 rpm for 4 min at 4 °C. Washed cells were stained as follows: live/dead staining for 20 min on ice; surface staining overnight at 4 °C; and intracellular staining overnight at 4 °C.

### Histology and microscopy

Loose fatty tissues were removed from shaved dorsal skin with a pair of forceps. The skin was fixed in 10% neutral buffered formalin (Fisher Scientific) overnight at 4 °C. On the following day, fixed tissues were washed twice in PBS for 5 mins each on a rocking platform. Following wash, skin tissues were either stored in 70% EtOH at 4 °C to later be embedded in paraffin. Fontana & Masson staining was performed as per manufacturer’s protocol (Abcam). F&M slides were imaged using a Nanozoomer (Hamamatsu photonics) with a ×40 objective.

### Immunofluorescence and tissue microarray

Immunofluorescence labelling was performed using tissue microarrays generated using a manual tissue arrayer (Beechers Instruments). Individual tissue cores (4 mm diameter) were extracted from FFPE skin tissue blocks and moved to a recipient block using a Beechers MTA1 manual tissue arrayer (Beechers Instruments). Multiplex staining was performed using the following antibodies anti-FoxP3 (14-5773-82, Thermofisher), anti-DCT (ab74073, Abcam), and anti-CD117 (AF1356, RnD systems). Immunohistochemical experiments were conducted using Bond Max automated staining system (Leica, UK). Each antibody was optimized for pH and concentration dependence, antigen retrieval and temperature parameters. RNAscope was performed as per manufacturer’s protocol. Confocal microscopy was performed with a Leica SP8 confocal microscope using a ×20 objective.

### In situ transcript quantification

RNA-scope slides were analysed using QuPath^50^. Cells were detected using the DAPI channel. Transcript counts per cell was quantified using built-in subcellular spot detection function.

### Stage-matched melanin quantification

Pigmentation index was calculated from F&M images as follows. Images were converted to 16-bit using Fiji. Otsu method thresholding was performed to filter for black pixels corresponding to melanin. Hair follicle staging was performed according to prior guidelines (REF Mueller Rover). Anagen I-II were classified as early anagen. Anagen IIIa-b were classified as mid anagen. Anagen IV-VI were classified as late anagen. Area of melanin per mid anagen hair follicle was quantified and analysed.

### Melan A cell culture with IGF-1

Melan A cells were cultured in Melan-a expansion medium (RPMI-1640 supplemented with 10% FBS and 200 nM phorbol-12-myristate-13-acetate) as per manufacturer’s protocol. For IGF-1 stimulation, Melan A cells were cultured in RPMI-1640 supplemented with 10% FBS and 100 ng/ml of IGF-1 (Peprotech) for 24 h at 37 °C.

### Whole skin RNA-seq

4 mm biopsy of skin samples were stored in RNAlater (Sigma) at −20 °C. Skin samples were homogenised with Kinematica^TM^ Polytron^TM^ handheld PT1200E homogeniser (Fisher Scientific) using a 1200E probe (Fisher Scientific). The RNA was extracted using the mirVana^TM^ miRNA Isolation kit (Invitrogen) by following the manufacturer’s protocol. Prior to start of digestion, and between samples, the probe was sequentially washed in 1% SDS, 100% ethanol and dH2O to avoid cross-contamination. Samples were maintained on ice at all times. Extracted RNA was stored at −20 °C. Concentration of the RNA was determined using Qubit^TM^ Broad Range assay kit (Invitrogen). Quality of the RNA was checked using Bioanalyzer (Agilent Technologies) at the King’s Genomics Centre. Only samples with RNA integrity score greater than 7.0 were taken further for downstream applications. 2 μg of total RNA per samples were used for RNA-seq. 150 bp paired-end Sequencing was performed on the NovaSeq platform (Illumina) at Genewiz. Sequenced reads were trimmed using Trimmomatic v.0.36. Trimmed reads were mapped to the Mus musculus GRCm38 reference genome using the STAR aligner v.2.5.2b to produce BAM files. Unique gene counts were calculated using featureCounts function from the Subread package v.1.5.2. Only reads that fell within exon regions were counted to generate the gene hit counts table. Differential expression analysis was performed using DESeq2. Wald test was used to generate *p*-values and log2 fold changes.

### Pathway analysis

An enrichment analysis was performed to extract biological information from the list of pigmentation-associated genes. The enrichment analysis was performed using a web-based platform, ShinyGO (136). A false discovery rate cut-off of 0.3 was used for the list of pigmentation-associated genes. All other pathway analysis was performed with a false discovery rate cut-off of 0.05.

### Mouse skin scRNA-seq

Skin CD45^+^ and CD45^-^ cells were FACS-sorted into RPMI-1640 supplemented with 40% heat-inactivated FBS and 40 U/ml of RiboLock RNase inhibitor (Thermofisher). The cells numbers were counted and mixed at 2:1 ratio (CD45^+^:CD45^-^). The mixed cells were used for cDNA library generation using the 10X Genomics Chromium Single-cell 3’ kit by the Genomics Centre at the Blizard Institute. Prepared libraries were sequenced using the NovaSeq 6000 S4. Raw sequencing data were processed using the 10X Genomics *CellRanger* package.

### Treg bulk RNA-seq

Skin tissues and draining lymph nodes were harvested from 9 days old mice and digested as described above. Following digestion, 3 biological replicates were pooled into 1 sample (3 samples in total). Pre-selection was performed by MACS using CD45 microbeads (Miltenyi) as per manufcaturer’s protocol. Finally, DAPI^-^ CD45^+^ CD4^+^ Foxp3-EGFP^+^ Tregs were FACS-sorted from the skin and the lymph nodes. Cells were directly sorted into TRIzol^TM^ LS (Thermofisher) and stored at −80 °C. Only samples with RNA integrity score greater than 7.0 were taken further for downstream applications. 2 μg of total RNA per samples were used for RNA-seq. 150 bp paired-end Sequencing was performed on the NovaSeq platform (Illumina) at Genewiz. Sequenced reads were trimmed using Trimmomatic v.0.36. Trimmed reads were mapped to the Mus musculus GRCm38 reference genome using the STAR aligner v.2.5.2b to produce BAM files. Unique gene counts were calculated using featureCounts function from the Subread package v.1.5.2. Only reads that fell within exon regions were counted to generate the gene hit counts table.

### Human skin scRNA-seq

Human neonatal and adult melanocyte scRNA-seq data is available in the Gene Expression Omnibus (GEO) database repository under accession number GSE151091. Human healthy and vitiligo skin scRNA-seq data is available in the Genome Sequence Archive (GSA) with accession number PRJCA006797. Analysis was performed using Seurat package in the R programming environment.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8.0 (GraphPad Inc.). Unpaired *t*-test, paired *t*-test or one way ANOVA was performed as indicated in figure legends to calculate *p* values. Statistical significance was inferred if *p* value was less than 0.05 (^*^), 0.01 (^**^), 0.001 (^***^), or 0.0001 (^****^). *P* values greater than 0.05 was identified as not statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

Bulk RNA and scRNA-seq data are available in the GEO database repository with accession numbers GSE309398, GSE309399, and GSE309400. Human neonatal and adult melanocyte scRNA-seq data is available in the GEO database repository under accession number GSE151091. Human healthy and vitiligo skin scRNA-seq data is available in the GSA with accession number PRJCA006797. Source data are provided with this paper.

# Supplementary material for: Early skin seeding regulatory T cells modulate PPARγ-dependent skin pigmentation
**Source:** Nat Commun. 2025 Dec 9;16:11411. doi: 10.1038/s41467-025-66229-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary material for  
**Early skin seeding regulatory T cells modulate PPAR $\gamma$ -dependent skin pigmentation**

**Authors:** Inchul Cho<sup>1,2</sup>, Hafsah Aziz<sup>1,2,#</sup>, Jessie Z. Xu<sup>1,2,#</sup>, Prudence PokWai Lui<sup>1,2</sup>, Monica Sen<sup>1,2</sup>, Boyu Xie<sup>3</sup>, Pei-Hsun Tsai<sup>1,2</sup>, Jie Ting Wang<sup>1,2</sup>, Hee-Yeon Jeon<sup>4</sup>, Jinwook Choi<sup>5</sup>, Shahnawaz Ali<sup>2</sup>, Niwa Ali<sup>1,2 \*</sup>

#Equal contribution

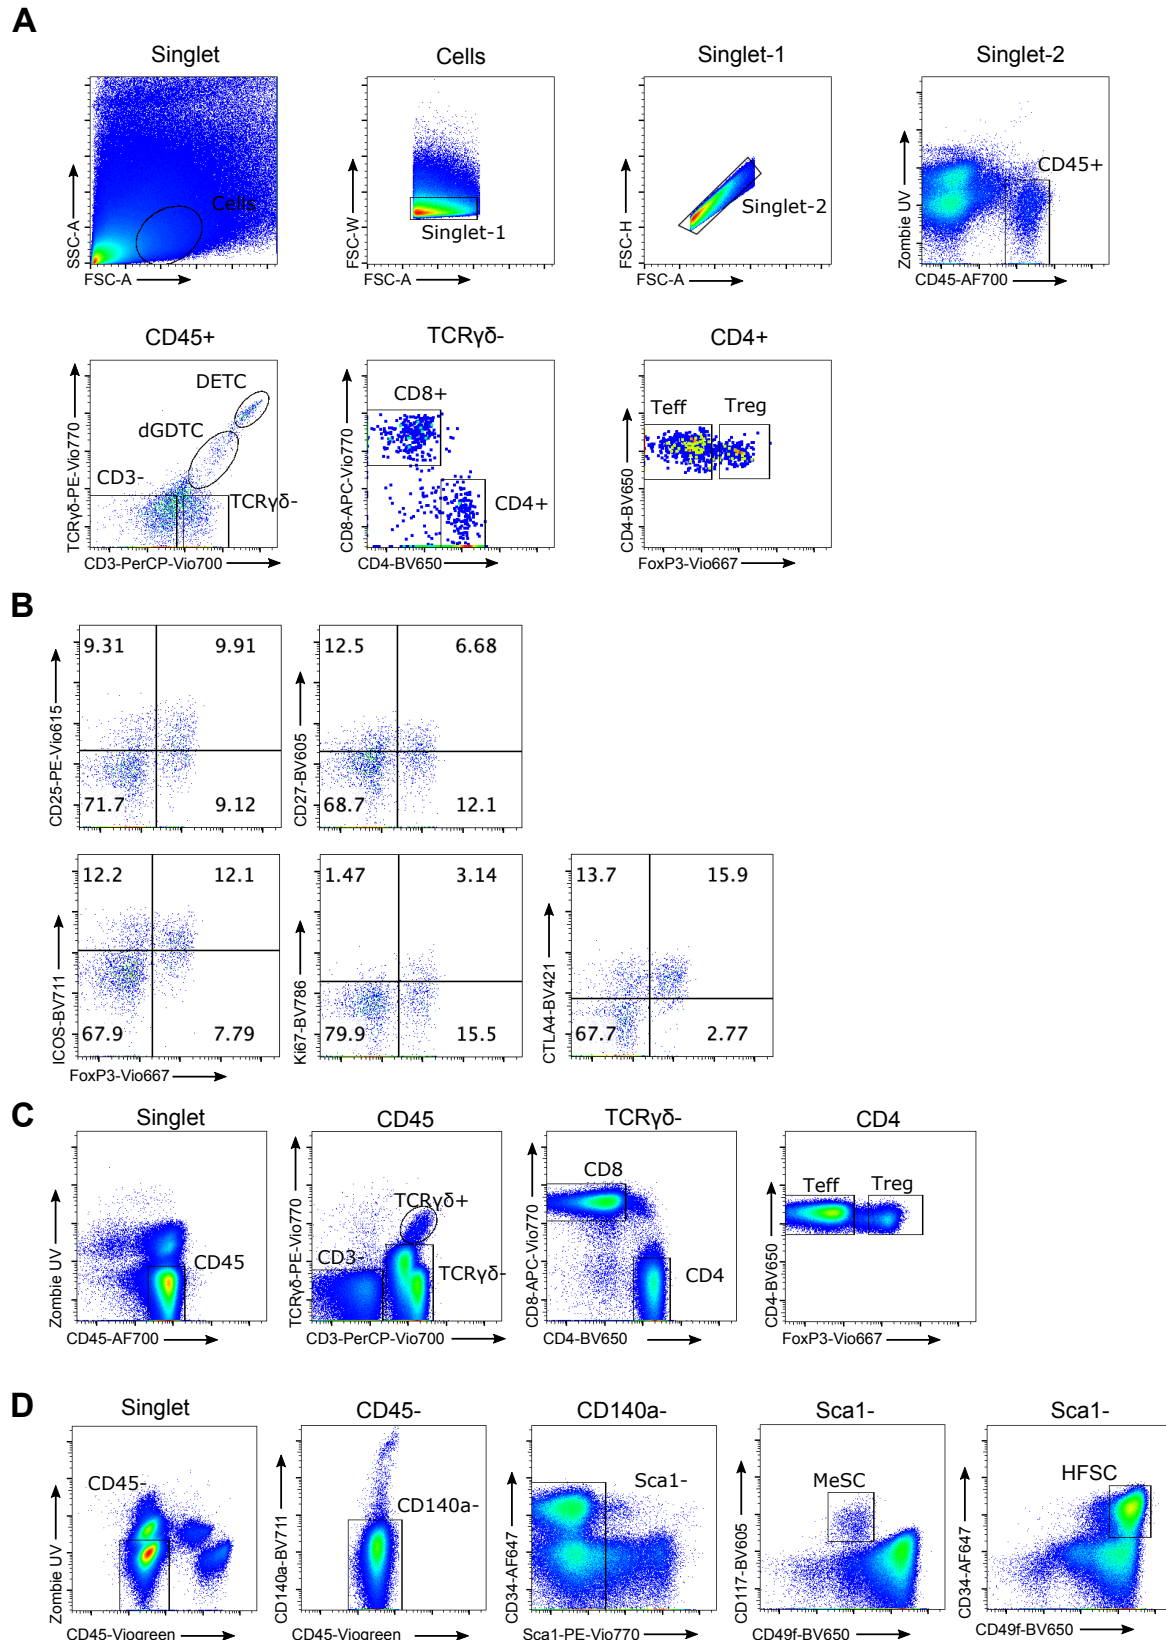

**Supplementary figure 1. Flow cytometric gating strategy for analysis. A)** Skin T cell gating strategy. Strict live dead and singlet inclusion criteria were applied. Immune cells were gated as CD45<sup>+</sup> cells. Further subsets were gated as follows: CD3<sup>-</sup> immune cells, TCRγδ<sup>hi</sup> CD3<sup>+</sup> DETCs (dendritic epidermal T cells), TCRγδ<sup>int</sup> CD3<sup>+</sup> dGDTCs

(dermal gamma delta T cells), TCR $\gamma\delta^-$  CD3 $^+$  CD8 $^+$  T cells, TCR $\gamma\delta^-$  CD3 $^+$  CD4 $^+$  FoxP3 $^-$  Teffs (effector T cells), and TCR $\gamma\delta^-$  CD3 $^+$  CD4 $^+$  FoxP3 $^+$  Tregs (regulatory T cells). **B)** Representative gating of Treg phenotypic marker expression in the skin. Cells were pre-gated as CD4 $^+$  T cells. **C)** Gating strategy to analyse T cells in the SDLN (skin-draining lymph node). Immune cells were gated as follows: CD3 $^-$  immune cells, TCR $\gamma\delta^+$  cells, TCR $\gamma\delta^-$  CD3 $^+$  CD8 $^+$  T cells, TCR $\gamma\delta^-$  CD3 $^+$  CD4 $^+$  FoxP3 $^-$  Teffs (effector T cells), and TCR $\gamma\delta^-$  CD3 $^+$  CD4 $^+$  FoxP3 $^+$  Tregs (regulatory T cells). **D)** Gating strategy to identify CD45 $^-$  CD140a $^-$  Sca1 $^-$  CD117 $^+$  MeSCs (melanocyte stem cells) and CD45 $^-$  CD140a $^-$  Sca1 $^-$  CD34 $^+$  CD49f $^+$  hair follicle stem cells (HFSCs).

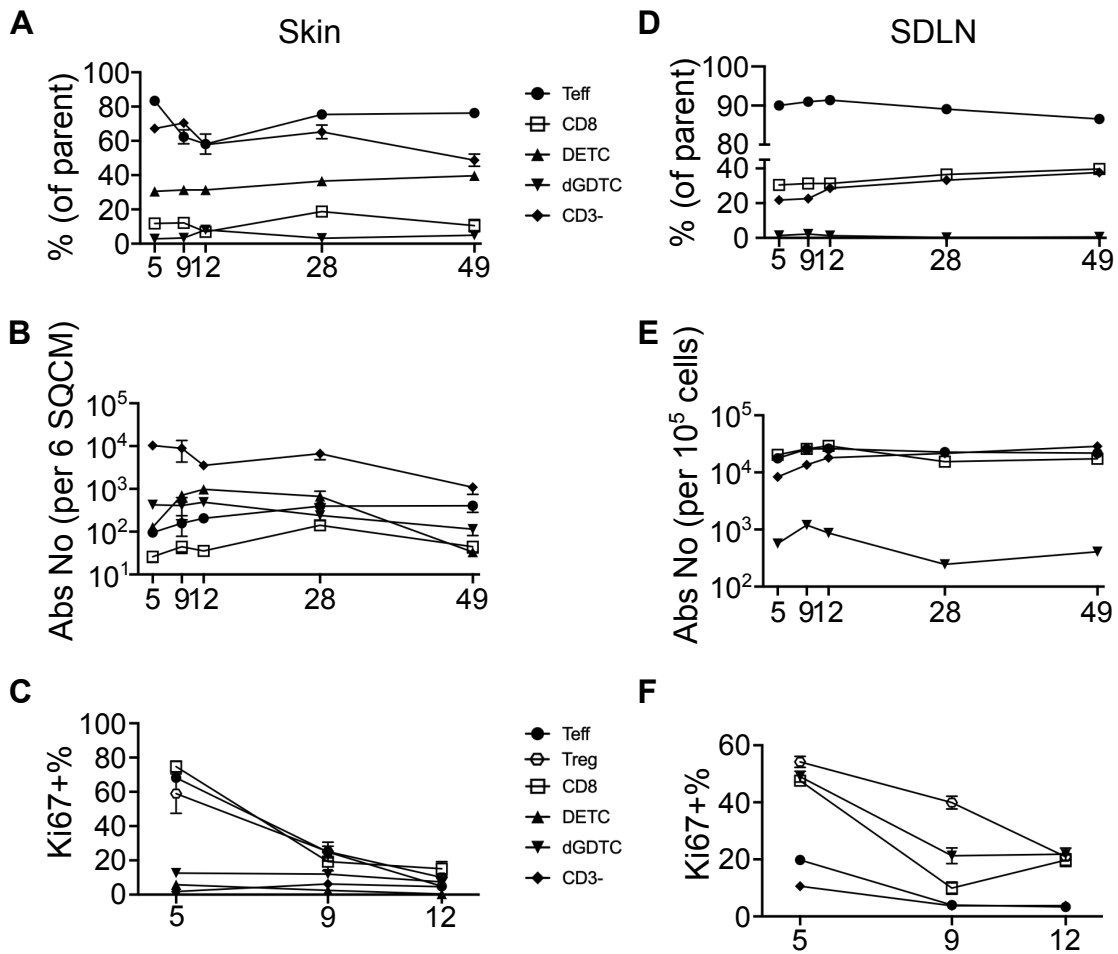

**Supplementary figure 2. Flow cytometric characterisation of T cell numbers and proliferation. A-C)** Skin-resident immune cells on postnatal day 5 (P5), P9, P12, P28 and P49. **A)** Percentage. **B)** Absolute number (per 6 cm<sup>2</sup> of skin). **C)** Percentage of proliferating Ki67<sup>+</sup> subsets on P5, P9 and P12. **D-F)** SDLN-resident immune cells. **D)** Percentage. **E)** Absolute number (per 10<sup>5</sup> total cells). **F)** Percentage of proliferating Ki67<sup>+</sup> subsets on P5, P9 and P12. Graphs show mean  $\pm$  S.E.M. Data are pooled from 2 independent experiments (n=4-6 biological replicates).

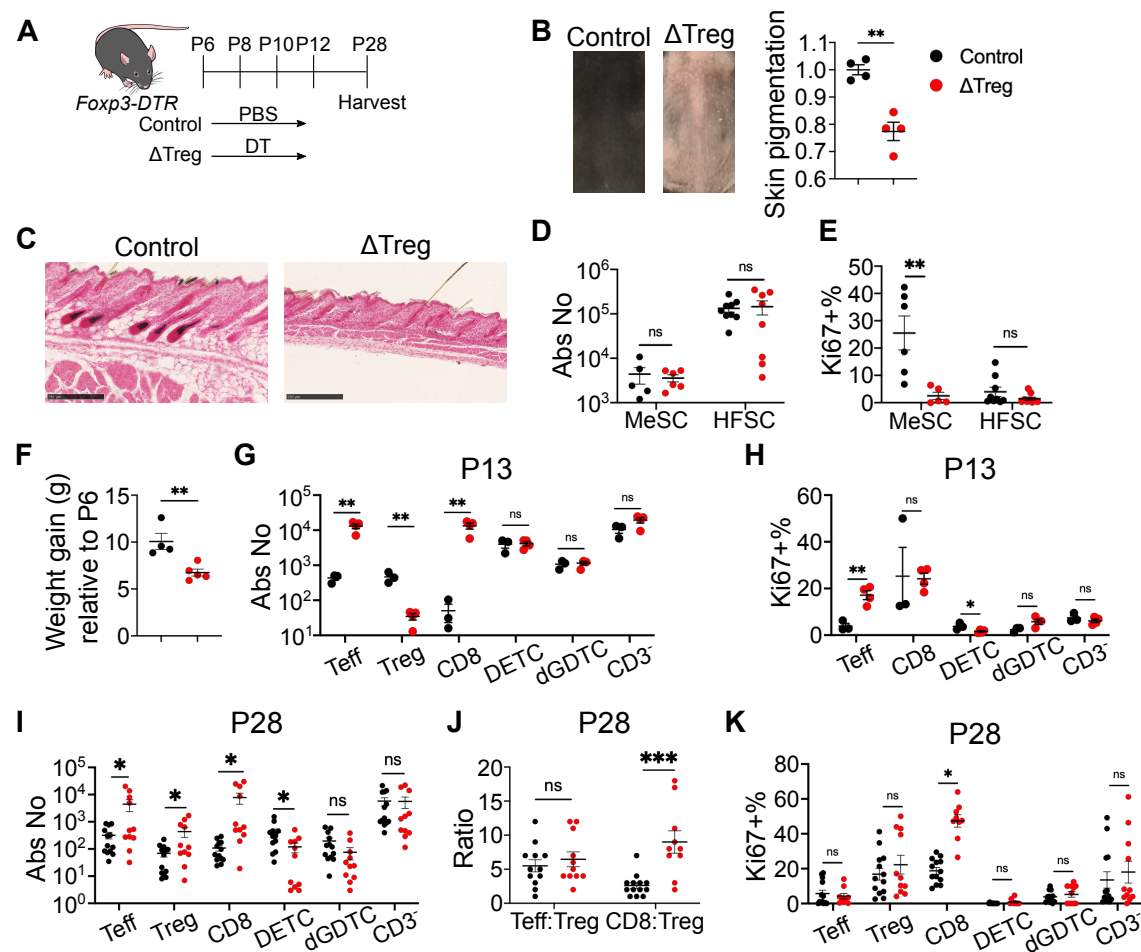

**Supplementary figure 3. Four-dose DT regimen causes weight loss, inflammation, and pigment defect.** **A)** Schematic outline of experimental timeline. (NIAID Visual & Medical Arts. (10/7/2024). Lab Mouse. NIAID NIH BIOART Source. bioart.niaid.nih.gov/bioart/281). Tregs were depleted by intraperitoneal administration of diphtheria toxin (DT) on postnatal day 6 (P6), P8, P10 and P12 (30 ng/g per injection). Skin tissues were harvested on P28. **B)** Representative images of dorsal skin on P28, and associated quantification of skin pigmentation. **C)** Fontana & Masson (F&M) staining of P28 dorsal skin. Scale bar represents 250  $\mu$ m. **D-E)** Flow cytometric quantification of melanocyte stem cells (MeSCs) and hair follicle stem cells (HFSCs). **D)** Absolute number. **E)** Percentage of proliferating Ki67<sup>+</sup> cells. **F)** Weight gain from P28 to P6. **G-H)** Flow cytometric quantification of skin T cells on P13. **G)** Absolute number. **H)** Percentage of proliferating Ki67<sup>+</sup> cells. **I-K)** Flow cytometric quantification of skin T cells on P28. **I)** Absolute number. **J)** Ratio of Teff:Treg and CD8:Treg. **K)** Percentage of proliferating Ki67<sup>+</sup> subsets. Data are pooled from 4 independent experiments (n=2-4 biological replicates). Graphs show mean  $\pm$  S.E.M. Unpaired t-test. \*\*\*p<0.001, \*\*p<0.01, \*p<0.05, ns p>0.05.

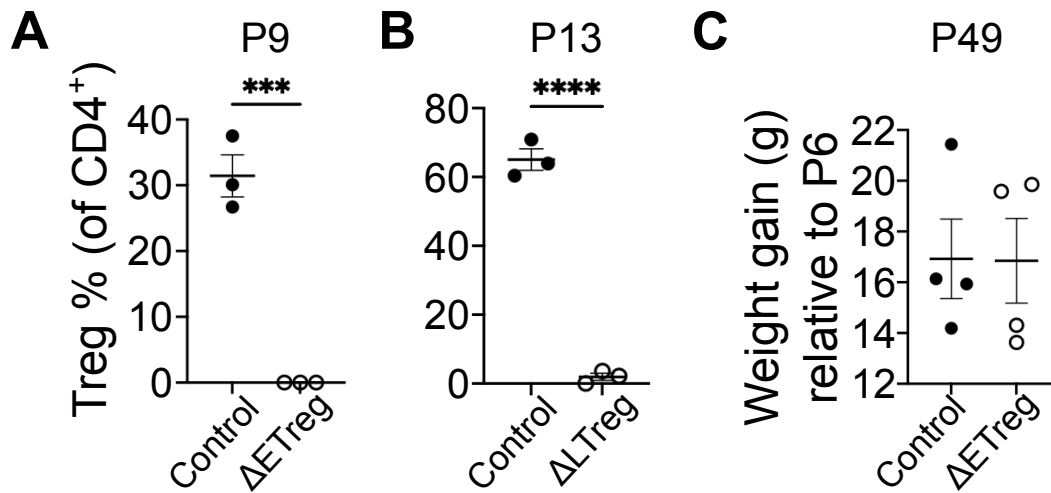

**Supplementary figure 4. Transient DT injection is sufficient for skin Treg depletion.** Flow cytometric profiling of Treg percentage on **A)** P9 or **B)** P13 following Treg depletion in *Foxp3-DTR* mice. **C)** Weight gain from P6 to P49 in grammes. Graphs show mean  $\pm$  S.E.M. Unpaired t-test. \*\*\*\* $p < 0.0001$ , \*\*\* $p < 0.001$ .

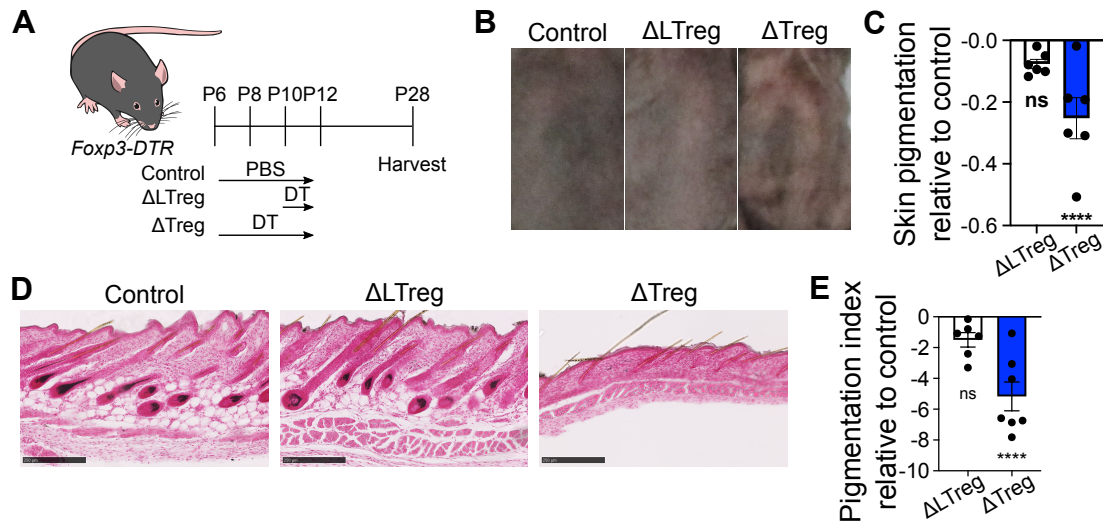

**Supplementary figure 5. Late Treg depletion does not affect skin pigmentation.**

**A)** Timeline of experiment. (NIAID Visual & Medical Arts. (10/7/2024). Lab Mouse. NIAID NIH BIOART Source. [bioart.niaid.nih.gov/bioart/281](https://bioart.niaid.nih.gov/bioart/281)). Intraperitoneal injections of PBS were performed on P6, P8, P10, and P12 (Control), DT on P10 and P12 ( $\Delta$ Late Tregs,  $\Delta$ LTreg) and on P6, P8, P10 and P12 ( $\Delta$ Treg). Mice were sacrificed on P28. **B)** Representative shaved dorsal skin on P28. **C)** Quantification of skin pigmentation relative to control. **D)** Representative Fontana & Masson staining of dorsal skin. **E)** Quantification of melanin relative to control. Pigmentation index is calculated as pigmentation area normalised by length of skin. Graphs show mean  $\pm$  S.E.M. One way ANOVA. \*\*\*\* $p < 0.0001$ , ns  $p > 0.05$ .

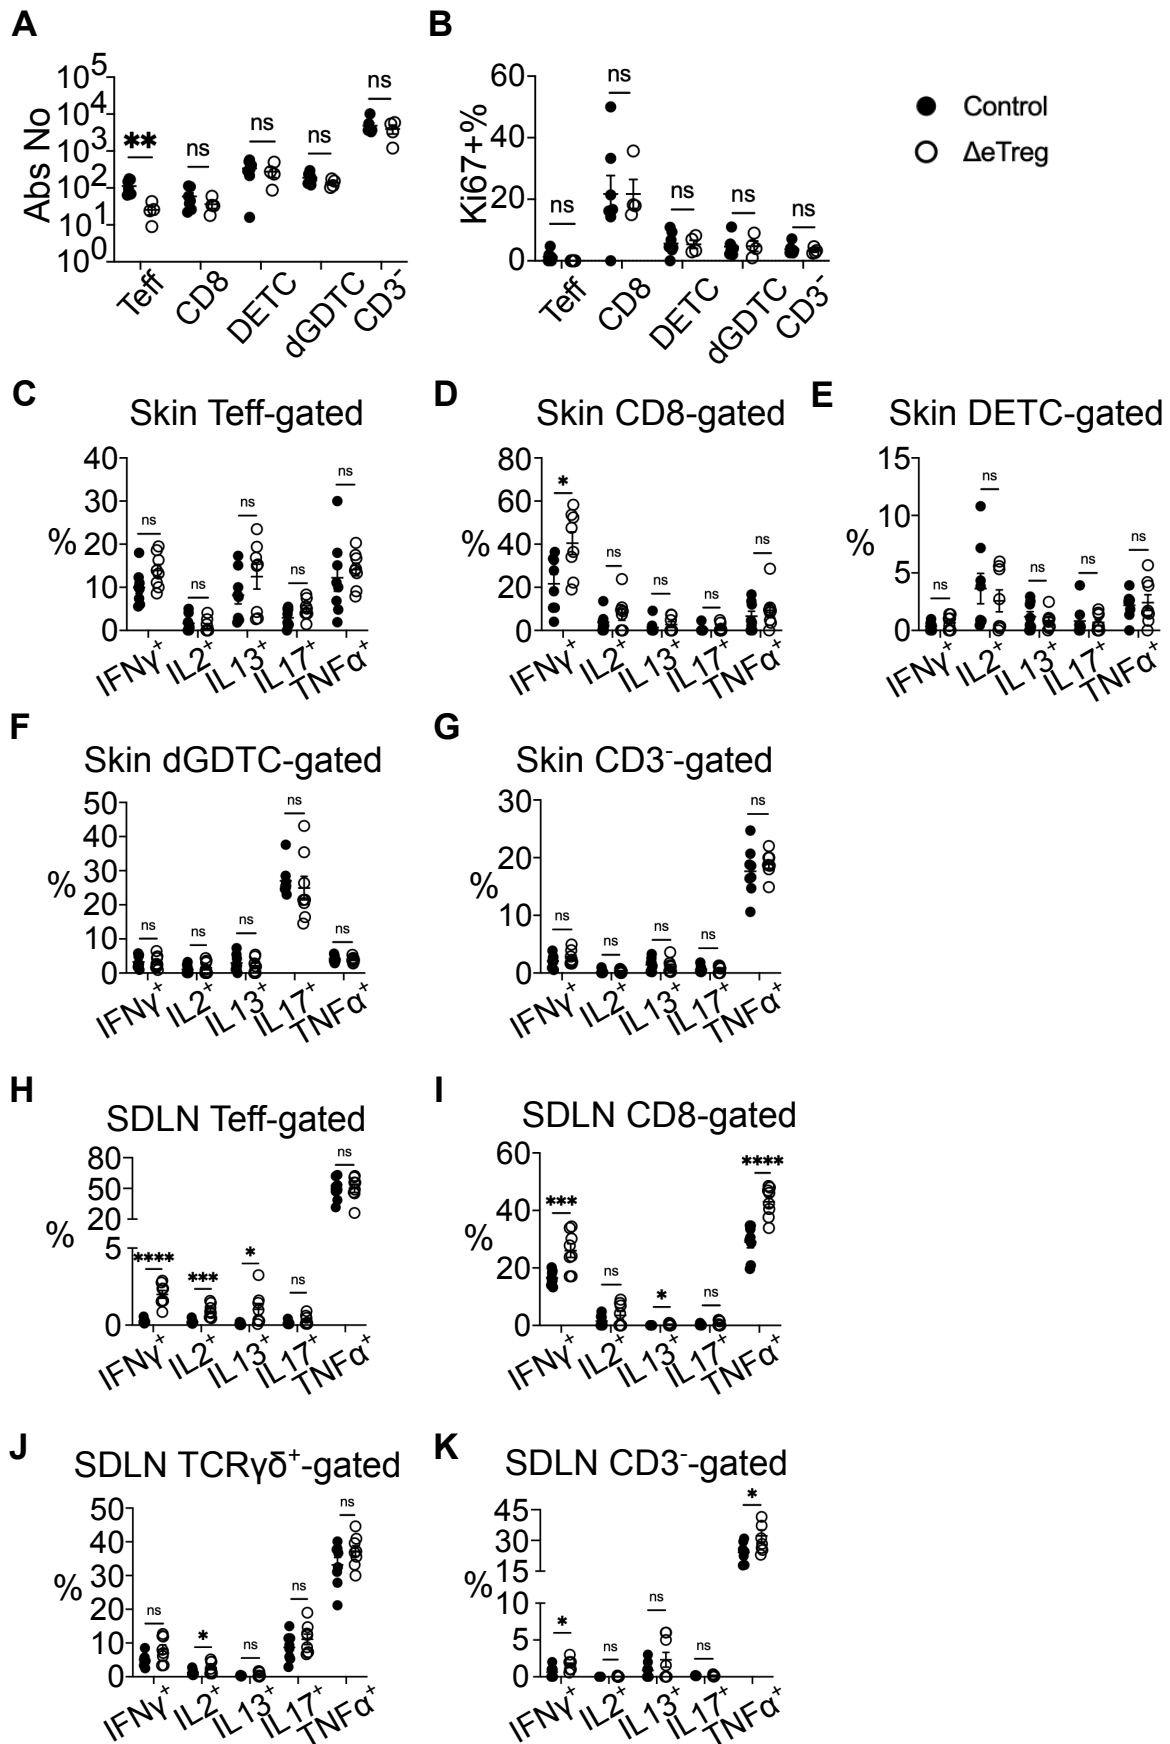

**Supplementary figure 6. Early Treg depletion causes inflammatory response in the skin and SDLN. A-B)** Flow cytometric quantification of A) skin T cell numbers and

**B)** proliferation as measured by percentage Ki-67 expression. **C) C-K)** Percentage expression of cytokines following stimulation with PMA/Ionomycin. **C-G)** Skin. **C)** Teffs. **D)** CD8<sup>+</sup> T cells. **E)** DETCs. **F)** dGDTCs. **G)** CD3<sup>-</sup> immune cells. **H-K)** SDLN. **H)** Teffs. **I)** CD8<sup>+</sup> T cells. **J)** TCRγδ<sup>+</sup> T cells. **K)** CD3<sup>-</sup> immune cells. Data are pooled from two independent experiments. Graphs show mean ± S.E.M (n=4 biological replicates). Unpaired t-test. \*\*\*\*p<0.0001, \*\*\*p<0.001, \*\*p<.01, \*p<0.05, ns p>0.05.

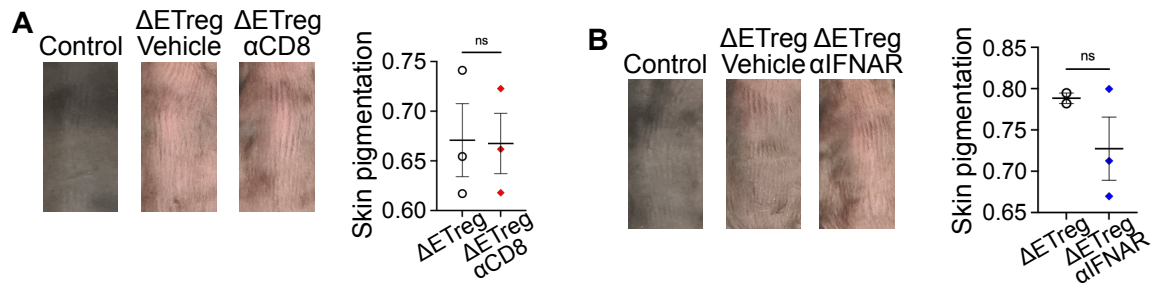

**Supplementary figure 8. Modulation of skin pigmentation. A-D)** Mice were intraperitoneally injected on P6 and P8. Dorsal skin tissues were harvested and photographed on P28. **A)** *Foxp3-DTR* mice received PBS (control) or DT ( $\Delta$ Ereg) in addition to PBS (vehicle) or 100  $\mu$ g of  $\alpha$ -CD8 depleting antibody ( $\alpha$ CD8) per injection.  $\alpha$ CD8 groups received further injections on P15 and P22. **B)** *Foxp3-DTR* mice received PBS (control), or DT ( $\Delta$ Ereg) in addition to PBS (vehicle) or 100  $\mu$ g of  $\alpha$ -IFNAR blocking antibody ( $\alpha$ IFNAR) per injection. Graphs show mean  $\pm$  S.E.M. Data shows biological replicates (n=2-3). Unpaired t-test. ns  $p > 0.05$ .

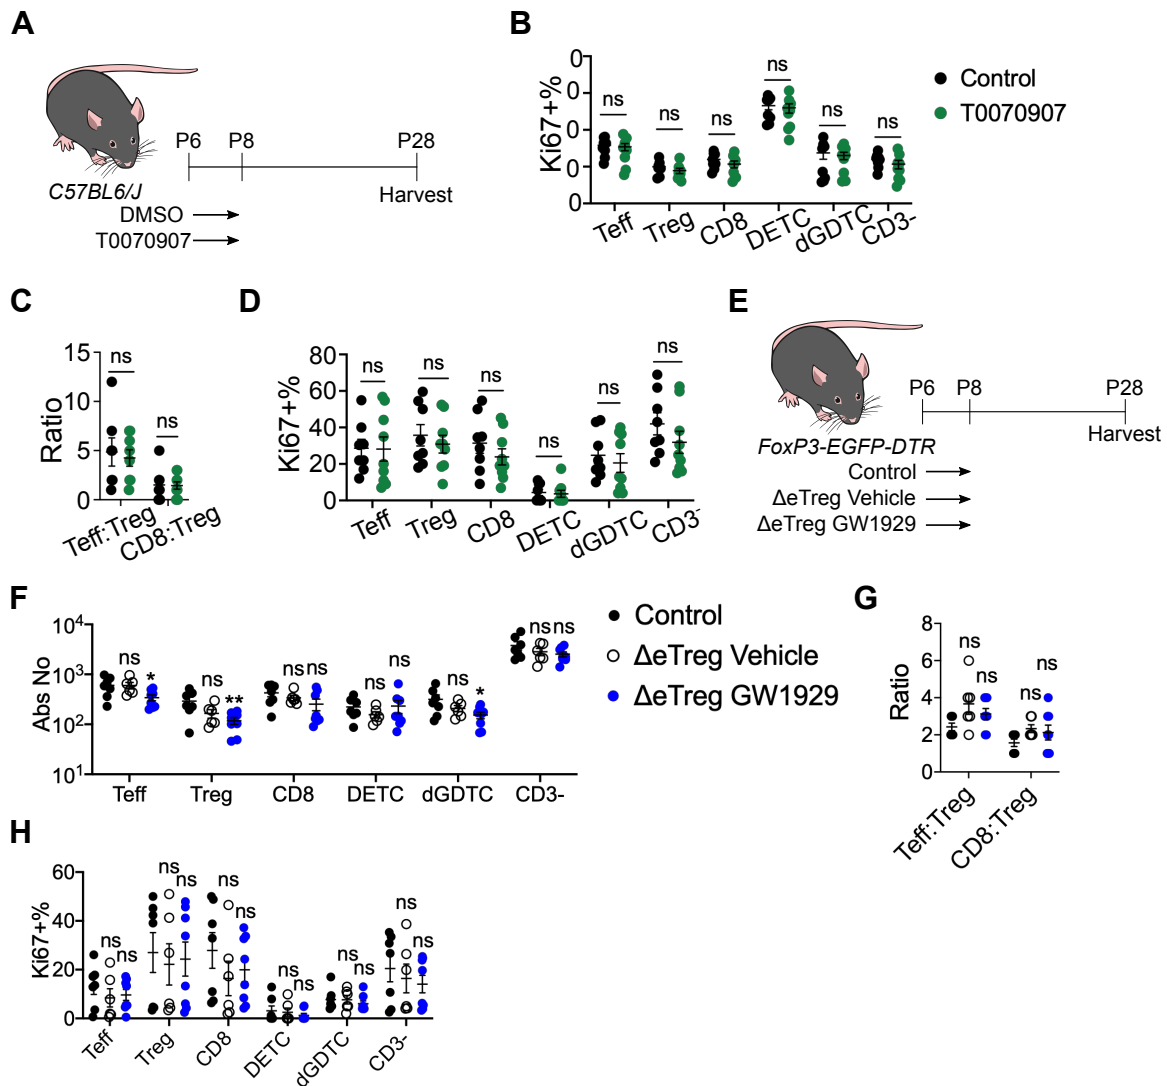

**Supplementary figure 9. Modulation of neonatal PPAR $\gamma$  signalling does not affect skin-resident immune cell numbers or proliferation.** **A)** Schematic of experimental timeline. (NIAID Visual & Medical Arts. (10/7/2024). Lab Mouse. NIAID NIH BIOART Source. [bioart.niaid.nih.gov/bioart/281](https://bioart.niaid.nih.gov/bioart/281)). C57BL6/J mice received 2.5  $\mu$ g/g of T0070907 or DMSO on P6 and P8. Skin tissues were harvested on P28. **B-E)** Flow cytometric quantification of skin-resident T cells and Tregs. **B)** Absolute number. **C)** Teff:Treg and CD8:Treg ratio. **D)** Percentage of proliferating Ki67 $^{+}$  cells. **E)** Schematic outline of rescue experiment using PPAR $\gamma$  agonist. (NIAID Visual & Medical Arts. (10/7/2024). Lab Mouse. NIAID NIH BIOART Source. [bioart.niaid.nih.gov/bioart/281](https://bioart.niaid.nih.gov/bioart/281)). Control group received PBS and DMSO on P6 and P8. Treg-depleted  $\Delta$ Ereg groups received DMSO (vehicle) or GW1929 in addition to DT on P6 and P8. Skin tissues were harvested on P28. **F)** Absolute number. **G)** Teff:Treg and CD8:Treg ratio. **H)** Percentage of proliferating Ki67 $^{+}$  cells. Data are pooled from two independent experiments. **B-D, F-H)** Graphs show mean  $\pm$  S.E.M. (n=4-5 biological replicates). **B-D)** Unpaired t-test. **F-H)** One way ANOVA against control. ns p>0.05.

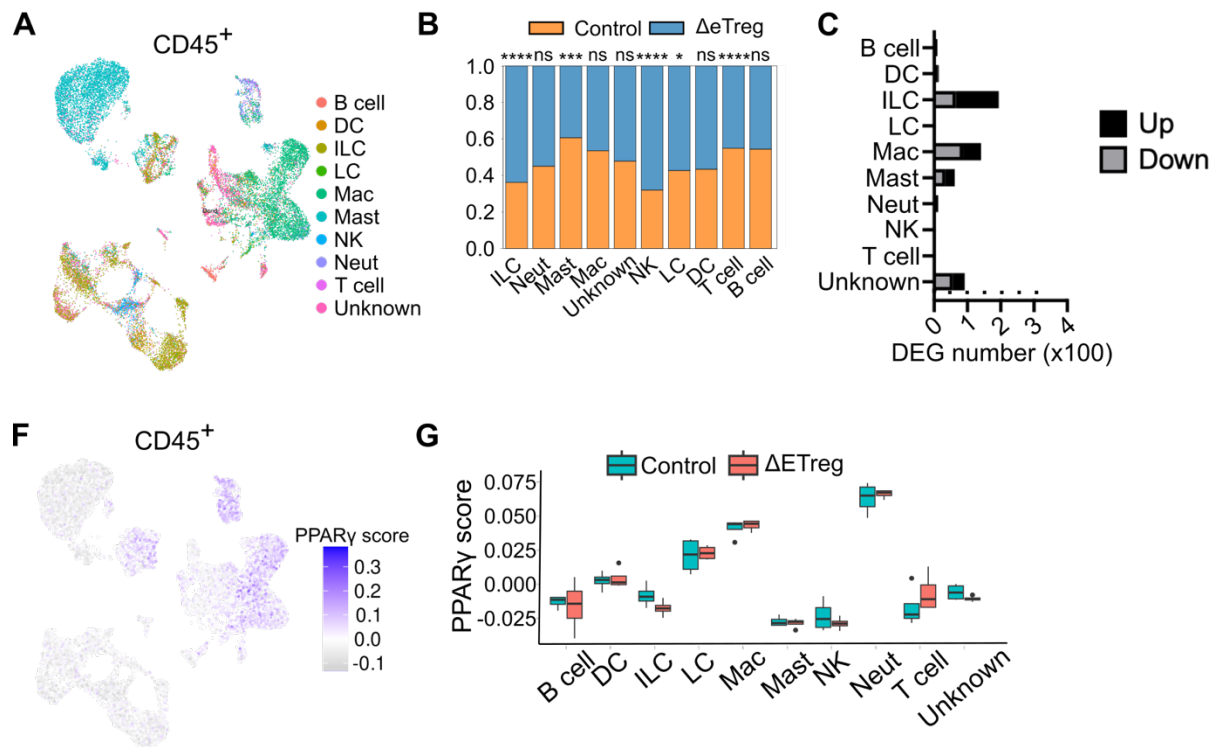

**Supplementary figure 10. Immune cells are minimally impacted by early neonatal Treg depletion.** **A)** UMAP of CD45<sup>+</sup> immune cells. B cell. DC, dendritic cell. ILC, innate lymphoid cell. LC, Langerhans cell. Mac, macrophage. Mast, mast cell. NK, natural killer cell. Neut, neutrophil. T cell. Unknown. **B)** Ratio of immune cells in control and ΔETreg skin. **C)** Number of differentially expressed genes (DEG) by cell type. **F-G)** PPARγ activity score.

# Supplementary material for: Early skin seeding regulatory T cells modulate PPARγ-dependent skin pigmentation
**Source:** Nat Commun. 2025 Dec 9;16:11411. doi: 10.1038/s41467-025-66229-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Whole skin bulk RNAseq DEG table.

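This table holds the authors' own comparisons, 1 sheet named for each pair of groups, and 4 of its sheets could be read in part. For each gene, a sheet gives a log2 fold change, a p-value and a p-value adjusted for the number of genes tested, as DESeq2 computes them from counts. Its log2 fold changes were set against those computed here with DESeq2 from the deposited counts, across genes, which are not independent replicates. Pearson's r was 1.00 over 1857 genes for the sheet of control against ΔETreg, 1.00 over 1832 genes for control against ΔTreg and 1.00 over 749 genes for ΔLTreg against ΔTreg. The same 2 control libraries therefore serve in the sheets of control against ΔETreg and against ΔTreg. For the sheet of control against ΔLTreg, r was -0.0495 over 1273 genes. In the part of the sheet of control against ΔETreg that could be read, 49 of 1999 genes had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05, by the authors' values.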

File name: Supplementary Data 2

Description: CD45<sup>-</sup> single cell RNAseq DEG table.

File name: Supplementary Data 3

Description: CD45<sup>+</sup> single cell RNAseq DEG table.

File name: Supplementary Data 4

Description: Sorted skin and lymph node Treg DEG table.

File name: Supplementary Data 5

Description: Marker for developing melanocytes.

File name: Supplementary Data 6

Description: List of antibodies used for flow cytometry.

# Supplementary material for: Early skin seeding regulatory T cells modulate PPARγ-dependent skin pigmentation
**Source:** Nat Commun. 2025 Dec 9;16:11411. doi: 10.1038/s41467-025-66229-2
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No code was used to collect the data required for this study                                                                                                                                                                                                                                                           |
| Data analysis   | GraphPad Prism 9 and 10 (GraphPad Prism, RRID:SCR_002798) was utilized for statistical and visual output. Single cell RNA-seq analyses were performed using R (vs. 4.2.1) on RStudio (vs. 2022.070.01). No custom code was required and all relevant citations to previously produced code is found in the manuscript. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq and bulk RNA-seq data described in this manuscript will be deposited at Gene Expression Omnibus and made publicly available upon acceptance of this manuscript.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                     |
|--------------------------------------------------------------------|-----------------------------------------------------|
| Reporting on sex and gender                                        | No human participants were involved in this project |
| Reporting on race, ethnicity, or other socially relevant groupings | No human participants were involved in this project |
| Population characteristics                                         | No human participants were involved in this project |
| Recruitment                                                        | No human participants were involved in this project |
| Ethics oversight                                                   | No human participants were involved in this project |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes can all be found in figure legends. Sample sizes for littermate-controlled animal studies were guided by previous studies and were contingent on size of litters. Previous studies that informed sample sizes are as follows:<br>Ali et al. (2017) Cell. doi.org/10.1016/j.cell.2017.05.002<br>Scharschmidt et al. (2015) Immunity. doi.org/10.1016/j.immuni.2015.10.016<br>Boothby et al. (2021) Nature. doi.org/10.1038/s41586-021-04044-7 |
| Data exclusions | No data was excluded from the study                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | All experiments were replicated at least three times.                                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | Mice were randomly allocated to cages and groups.                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Researchers were blind to the genotype of the animals (e.g. whether WT control or DTR-positive).                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following antibodies were used for flow cytometry: anti-CD45-AF700 (Invitrogen, 1/200, cat#56-0451-82, clone 30-F11), anti-CD3-PerCP-Vio700 (Miltenyi, 1/200, cat#130-120-826, clone REA641), anti-TCRγδ-PE-Vio770 (Miltenyi, 1/100, cat#130-123-290, |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

clone 11F2), anti-CD4-BV650 (Biolegend, 1/200, cat#100545, clone RM4-5), anti-CD8-APC-Vio770 (Miltenyi, 1/50, cat#130-120-0806, clone 53-6.7), anti-CD25-PE-Vio615 (Miltenyi, 1/50, cat#130-123-028, clone 7D4), anti-CD27-BV605 (1/100, BD Biosciences, cat#563365, clone LG.3A10), anti-ICOS-BV711 (Biolegend, 1/100, cat#313547, clone 7E.17G9), anti-Ki67-BV786 (BD Biosciences, 1/100, cat#563756, clone B56), anti-Foxp3-Vio667 (Miltenyi, 1/100, cat#130-111-604, clone FJK-16s), anti-CTLA4-BV421 (Biolegend, 1/100, cat#106311, clone UC10-4B9), anti-CD45-Viogreen (Miltenyi, 1/100, cat#130-110-803, clone 30-F11), CD10a-BV711 (BD Biosciences, 1/200, cat#740740, clone HI10a), anti-Sca1-PE-Vio770 (Miltenyi, 1/200, cat#130-106-220, clone D7), anti-CD34-AF647 (BD Biosciences, 1/100, cat#560230, clone RAM34), anti-CD49f (BD Biosciences, 1/200, cat#563707, clone GoH3), anti-CD117-BV605 (Biolegend, 1/400, cat#135122, clone 2B8).

Validation

Each antibody was titrated and has been widely used in the field. History of citation and validation is available at citeab.com

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Melan A mouse melanocyte cell line was a gift from Dr Julian Downward.

Authentication

Cell line was authenticated by their propensity to produce melanin when cultured in vitro with PMA.

Mycoplasma contamination

lines tested negative for mycoplasma

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Mus musculus. All mice were maintained on C57BL/6J background

Wild animals

No wild animals were used

Reporting on sex

Experiments were performed using both male and female mice. Individual sex was not recorded.

Field-collected samples

N/A

Ethics oversight

All mouse procedures were approved by local ethical approval at King's College London (UK) (PP70/8474, establishment license X24D82DFF), and performed under a UK Government Home Office license (PP6051479). All methods were carried out in accordance with relevant guidelines and regulations under the UK animals (Scientific procedures) Act 1986, and were reported in accordance with ARRIVE guidelines. All possible efforts were made to minimize animal suffering. All experiments were performed on animals with no prior procedures. Animals were sacrificed using cervical dislocation, followed by permanent cessation of circulation as secondary.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

Single-cell suspensions of full-thickness skin for flow cytometry was performed as previously described. Isolation of cells from axillary, brachial and inguinal lymph nodes for flow cytometry was performed by mashing tissue over 70 µm sterile filters. To prepare dorsal skin cell suspension, shaved mouse skin was de-fatted, minced finely with scissors, and re-suspended in a 3 ml of C10 (RPMI-1640 with L-glutamine with 10% heat-inactivated FBS, 1% penicillin-streptomycin, 1 mM Sodium pyruvate, 1% Hepes, 1x Non-essential amino acid and 60 µM β-mercaptoethanol) supplemented with 2mg/ml collagenase XI, 0.5mg/ml hyaluronidase and 0.1mg/ml DNase in a 50 ml conical. The mixture was digested in a shaking incubator at 37°C at 255 rpm for 45 mins. After a vigorous shaking, the digested mixture was passed through a sterile 100 µm filter fitted onto a 50 ml conical. After pelleting, the filtrate was then filtered once more through a 40 µm strainer fitted onto a new 50 ml conical. Finally, the cells were pelleted once more and re-suspended in 1 ml of C10. Epidermal cell suspensions were prepared by scraping the dermis away with forceps and incubating the layer of epidermis on 3 mL of 0.5% Trypsin-EDTA (ThermoFisher) at 37°C for 1 hour. Epidermal cells were isolated by scraping the trypsinised epidermis on a petri dish containing 4 ml of C10 media. The mixture of cell suspension and scraped skin was filtered through a 70 µm strainer fitted onto a 50 ml conical. Finally, the cells were pelleted and re-suspended in C10. After cell count using nucleocounter (Chememoetec), cells were plated on nunc round bottom 96-well plates (Thermofisher) for staining.

### Instrument

All samples were run on Fortessa LSRII. BD Biosciences.

### Software

FlowJo

### Cell population abundance

Purity of the sorted Tregs were determined by analysing the post-sorted cell's percentage expression of EGFP (under Foxp3 locus).

### Gating strategy

Gating strategy is available as supplementary figure 1

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

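Whole skin of 11 Foxp3-DTR mice was measured by bulk RNA sequencing: 2 Treg-sufficient control mice and 3 mice in each of the ΔETreg, ΔLTreg and ΔTreg groups. The condition and replicate number of each library were taken from the sample labels. Other experiments of the paper, among them flow cytometry, RNAscope, single-cell sequencing, sorted Tregs and human data, had no deposited file in this series and were left out.

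The authors trimmed the reads with Trimmomatic, mapped them to GRCm38 with STAR and counted those that fell uniquely on the exons of each gene with featureCounts. The authors deposited these counts as 1 table of 49315 genes by 11 libraries, as raw whole numbers without normalization or filtering. The paper's text does not state whether counting used strand, or which annotation release was used. Gene names and coordinates come from the GENCODE M21 annotation, which is on the same build, GRCm38, and 174 genes had no name there. The authors' own tests, in Supplementary Data 1, used DESeq2.

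Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Genes were filtered with edgeR's filterByExpr by group, which left 18375 genes, and libraries were scaled by the TMM method. One model with a mean for each of the 4 groups was fitted to all 11 libraries, so that the groups share an estimate of the spread (common dispersion 0.0120), and each of 6 pairs of groups was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested. A standard error is the log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes, and log2 CPM adds edgeR's prior count of 2. Gene lists were tested with limma's fry, a rotation test that keeps the correlation between genes, and the overlap of a list with the genes at an unadjusted p under 0.05 was tested with Fisher's exact test against all genes tested. Fry p-values were adjusted over the 15 lists of each comparison. The lists were written from general knowledge before the counts were examined, since the pathway databases of ShinyGO were not available. The list of imprinted and growth genes was written after H19 had been seen in the authors' table of control against ΔTreg. The mean log2 CPM of each list was also compared between the mice of 2 groups with a two-sided exact permutation test, in which 0.1 is the smallest p that 3 mice against 2, or 3 against 3, allow. The p-values of edgeR, DESeq2, fry and camera come from models fitted across genes and are not exact tests; with 2 or 3 mice in a group they rest on the assumptions of those models. Text on single genes and lists therefore gives adjusted or exact p-values, and unadjusted p-values enter as a threshold of 0.05, the criterion of the paper.

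Genes named in the text follow a rule set before the data were examined: every gene that the paper names for skin, for each pair of groups the 5 genes with the largest change among those past adjustment whose groups do not overlap and whose mean count is at least 50, and the 2 genes of each list with the smallest p. The nonagouti gene, H19, Pck1, Fabp3 and Plin1 fall outside this rule and were named after their values were seen.

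Total counts ranged from 23377571 to 34159435 per library. A gene at or under 3 counts in every library of a group was treated as at the floor, and a fold against such a group is given as a lower bound. Because reads carry no molecular identifiers, floors and counting error do not cover the noise of library preparation.

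The tests were run on simulated data before they were used. Counts for the real genes were drawn from the real means and library sizes, with 200 genes changed by a known amount. At a log2 fold change of 1, edgeR recovered 166 of the 200 genes (83%) for ΔETreg against control, with 7 false calls among 18055 genes tested, and 176 (88%) for ΔTreg against ΔLTreg, with 4 false calls. At a log2 fold change of 0.4 it recovered 14 of 200 (7%) and 43 of 200 (21.5%). Of the unchanged genes, 4.95% had an unadjusted p under 0.05 for ΔETreg against control. DESeq2 recovered 168 and 182 of the 200 genes at a log2 fold change of 1, with 46 and 38 false calls.

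The alternatives set before the data were examined were DESeq2's Wald test on the libraries of the 2 groups compared, edgeR on those libraries only, DESeq2's size factors or library size in place of TMM, no filter beyond 1 count, a filter of at least 10 counts in every library, 1 surrogate variable from svaseq as a covariate, sex as a covariate, and each mouse left out in turn. For single results, they were adjusted p-values in the criteria for pigmentation-associated genes and in the melanin enrichment, limma's camera in place of fry for the PPAR, interferon and cell cycle lists, and the PPAR list without adipocyte genes. The enrichment of the PPAR list among pigmentation-associated genes was computed under these same settings only after the numbers of its genes had been seen, and camera on the melanocyte and melanin genes was added after the results were seen. No call was made where control would have been left with 1 library.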

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

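The splits of the mice and the tests with a muscle covariate were chosen before their results were seen; the tests of age, of single genes in a list and of stress genes were chosen only after.

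A direct comparison of ΔETreg with ΔLTreg skin stood out because the 2 depletions, each against the same control, differed: 1173 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 10 splits of these 6 mice, 1, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. The ΔLTreg mice had higher skeletal muscle transcripts. With the mean of the muscle genes as a covariate, 142 genes passed, so muscle in the ΔLTreg skin is a candidate explanation for part of the count. This covariate itself separates the groups, so that the loss could also come from removing the difference between the groups. The ΔETreg mice were harvested on P9 and the ΔLTreg mice on P13, and age cannot be told apart from the timing of depletion.

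Pparg and the 6 target genes named in the paper differed between ΔETreg and ΔLTreg skin, with a mean log2 fold change of -0.46 (adjusted p = 0.0129 from limma's fry over 14 lists by Benjamini-Hochberg) and 5 of 7 genes lower. The mean log2 CPM of the list was 4.73, 5.15 and 4.79 in ΔETreg mice and 5.43, 5.62 and 5.14 in ΔLTreg mice, which overlap by 1 mouse. Without Adipoq, the most variable of these genes, the mean log2 fold change was -0.30, so that the difference does not rest on this gene alone. Apoe (log2 fold change -0.99, adjusted p = 0.000868) and Abca1 (-0.38, adjusted p = 0.00599) passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both were near control in ΔETreg skin and above control in ΔLTreg skin. Of the 10 splits, 2 gave a mean as large. Age, depletion and the choice of mice remain as explanations.

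The cell cycle list differed between ΔETreg and ΔLTreg skin, with a mean log2 fold change of 0.15 (adjusted p = 0.0129 from fry over 14 lists) and 27 of 30 genes higher in ΔETreg skin. The 3 ΔETreg mice lay between 5.71 and 5.72 log2 CPM, the ΔLTreg mice between 5.54 and 5.60, and the control mice at 5.66 and 5.75. Of the 10 splits, 1, the real one, gave a mean as large. With the muscle covariate the mean was 0.14, little changed, but since this covariate separates the groups, a part played by muscle is not excluded. Less cell division after late depletion, or at a later age, may both give this pattern, and they cannot be told apart here.

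Imprinted and growth genes differed between ΔETreg and ΔLTreg skin, with a mean log2 fold change of 0.40 (adjusted p over 14 lists = 0.00871 by Benjamini-Hochberg) and 11 of 13 genes higher in ΔETreg skin. The ΔETreg mice lay between 5.59 and 5.79 log2 CPM and the ΔLTreg mice between 5.19 and 5.40. Of the 10 splits, 1, the real one, gave a mean as large. These genes fall with age after birth, and age alone could give a difference between groups harvested on P9 and P13; this same comparison (adjusted p = 0.00934 from limma's fry when taken over all 15 lists) is not a separate test of age. Between ΔTreg and ΔLTreg skin, both harvested on P13, the mean log2 fold change was -0.62 (adjusted p = 0.000423 from fry), so that age does not account for the lower level in ΔTreg skin. Whether the difference between ΔETreg and ΔLTreg skin is one of age or of depletion cannot be told.

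Atf3 stood out as the gene past adjustment between ΔETreg and control skin, outside the genes that the paper discusses. Its log2 fold change was 1.50, with 358, 398 and 387 counts in the ΔETreg mice against 141 and 124 in the control mice. Against the same 2 control mice, it was also higher in the other depleted groups, with log2 fold changes of 1.24 in ΔLTreg and 1.55 in ΔTreg skin. The rise was thus not confined to ΔETreg skin. Low Atf3 in these control mice alone would also give a rise in every group, so the agreement is not separate evidence. Atf3 is an immediate early gene of stress, and handling at harvest is a candidate explanation. A list of 15 other immediate early genes had a mean log2 fold change of 0.11 in ΔETreg skin, with 12 higher and 2 at an unadjusted p under 0.05 (adjusted p = 0.442 from limma's fry over the 3 comparisons with control), so that a stress response was not detected by this list, and with 2 control mice it is not excluded. In ΔLTreg skin its mean was 0.46, and in ΔTreg skin it was 0.61, with 9 genes past adjustment. The adjusted p of Atf3 over its alternatives ranged from 4.87e-13 to 0.128, and it was over 0.05 with edgeR on the 2 groups only, with at least 10 counts in every library, with either covariate and without any 1 of the ΔETreg mice. A response to DT itself was not tested, since all 3 depleted groups received DT and the control mice received PBS.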

How the results depend on the processing

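The tests in this part are the alternatives listed in the processing summary, and only camera on the melanocyte and melanin genes was chosen after the results were seen. No paired analysis was possible because each replicate number belongs to 1 library. The surrogate variable and sex gave nearly the same results. Against control, 741 and 743 genes passed adjustment in ΔLTreg skin, and 3758 and 3766 in ΔTreg skin. Agreement between these settings is therefore not separate evidence.

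The number of genes between ΔETreg and control skin past adjustment, 1, became 18 with DESeq2's Wald test, 54 without a filter beyond 1 count, and 0 with edgeR on the 2 groups only, with at least 10 counts in every library, with 1 surrogate variable and with sex as a covariate. It was from 0 to 0 across the 3 fits that each left out a ΔETreg mouse, where 652 to 866 genes had an unadjusted p under 0.05. The 872 genes with an unadjusted p under 0.05 became 395 with DESeq2. In the simulated data DESeq2 made more false calls than edgeR. The cause of these differences was not tested.

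The 6 melanocyte transcripts in ΔETreg skin kept their direction under every alternative. The fry p, unadjusted here and below, was over 0.05 with DESeq2's Wald test (-0.40), with edgeR on the 2 groups only (-0.39) and with library size only (-0.36), and the cause was not tested. Between ΔETreg and ΔLTreg skin, the mean lay from -0.31 to -0.12 when each mouse was left out, and its fry p fell under 0.05 without ΔETreg replicate 3. Camera, which assumes a small preset correlation between genes where fry keeps the observed one, gave stronger calls: in ΔETreg skin the 6 transcripts (adjusted p = 1.13e-12 over 15 lists) and the other 14 melanin genes (adjusted p = 2.75e-11) were lower, and between ΔETreg and ΔLTreg skin the 6 transcripts, at the same mean of -0.23, passed 0.05 (adjusted p = 0.0195). The melanin enrichment lay between 9.96-fold and 45.0-fold under the other settings. It was 0 when only genes past adjustment were used, which says little, since 1 gene passed in all and it was not on the list.

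The PPAR list in ΔETreg skin, at -0.03, turned positive with DESeq2 (0.028), with library size only (0.0031) and without the filter (0.075), and ranged from -0.12 to 0.0085 when each mouse was left out. In ΔTreg skin it was 0.061 without the adipocyte genes. The interferon list in ΔETreg skin turned positive with DESeq2 (0.034), library size (0.014), no filter (0.046), the surrogate variable (0.16) and sex (0.15), and ranged from -0.48 to 0.79 when each mouse was left out. Camera called the same mean of -0.026 at an unadjusted p under 0.05, in the upward direction (adjusted p = 0.0706). None of these values had a fry p under 0.05. Leaving out either control mouse gave the ends of the range of the interferon list.

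In ΔLTreg skin, the number of genes past adjustment was 154 with edgeR on the 2 groups only and 1790 without the filter, and the number with an unadjusted p under 0.05 was 2013 with DESeq2 and 2414 with edgeR on the 2 groups only. The fry p of the cell cycle list rose over 0.05 with DESeq2 (-0.14) and with edgeR on the 2 groups only (-0.14). Between ΔTreg and ΔLTreg skin, 1987 to 2942 genes passed when each mouse was left out. Between ΔETreg and ΔLTreg skin, 540 genes passed with edgeR on the 2 groups only, 2173 without the filter, and 353 to 1172 when each mouse was left out. The number of pigmentation-associated genes was 242 with DESeq2 and 172 with adjusted p-values. The cause was not tested.

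Of single genes, Tyrp1 in ΔLTreg skin, at -0.00, was positive with library size (0.017), without the filter (0.0028), with at least 10 counts in every library (0.0075), with the surrogate variable (0.0046) and with sex (0.0049), and ranged from -0.13 to 0.14 when each mouse was left out. Oca2 between ΔETreg and ΔLTreg skin was 0.0055 with the surrogate variable and 0.0044 with sex, and ranged from -0.11 to 0.061. In ΔETreg skin, leaving out a mouse moved Pparg from -0.077 to 0.099, Igf1 from -0.32 to 0.0030, Abca1 from -0.033 to 0.083 and Adipoq from -1.77 to 0.19. None of these had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the filter, Tyr and Dct in ΔETreg skin, Oca2 in ΔLTreg skin, and Tyr, Tyrp1 and Slc45a2 between ΔETreg and ΔLTreg skin passed adjustment; Tyrp1 also did with DESeq2 and without ΔETreg replicate 3. Leaving aside the fits without 1 mouse, of the results for single genes 14 became stronger past the threshold, 15 weaker, and 7 reversed, and 609 kept both direction and side of the threshold. Of the results that answer a comparison, 133 kept theirs, 15 counts moved by more than 1.5 times or to or from 0, 10 reversed, 5 became weaker and 2 stronger.

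Normalization by library size shifted the median gene by less than 0.1 on the log2 scale in every comparison. Depth limits Foxp3, Il10 and the fold of genes at the floor, and the number of mice limits changes near a log2 fold change of 0.4, of which edgeR recovered 7% in the simulated comparison of ΔETreg with control.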

Differences from the paper's values

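The settings below were set before the data were examined; the enrichment of the PPAR list under them, and camera on the 6 melanocyte transcripts, were computed only after the values were seen. The paper reports 195 pigmentation-associated genes, and 421 genes met the same 3 criteria here. With DESeq2's Wald test on the 2 groups of each comparison, the test that the paper's methods name, there were 242. With edgeR on the 2 groups only there were 287, and with adjusted p-values 172. These 3 of the alternatives set before the data were examined lie within 1.5 times the paper's number, and the others do not: 403 with DESeq2's size factors, 330 with library size, 492 without the filter, 342 with at least 10 counts in every library, 460 with the surrogate variable, 457 with sex and 330 to 582 without 1 mouse.

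Fig. 3E gives numbers of genes with a p under 0.05 on each side of its circles. For ΔLTreg against ΔTreg they sum to about 2600 in Fig. 3E, read by eye, and here 5610 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, adjusted p-values came within 1.5 times, with 3096 genes in edgeR, and DESeq2's adjusted p-values gave 2638. DESeq2's unadjusted p-values (4494) and the other alternatives did not. For control against ΔTreg they sum to about 4100 in Fig. 3E, read by eye, against 6293 here. DESeq2 (5357), library size (5907), at least 10 counts in every library (5505), the surrogate variable (6134), sex (6132) and adjusted p-values (3946 with edgeR and 3526 with DESeq2) came within 1.5 times. Those that did not were edgeR on the 2 groups only (6406), DESeq2's size factors (6264) and no filter (6866).

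In the paper's supplementary table of control against ΔLTreg, the log2 fold change of Slc45a2 is 0.870577, and here it was -0.11. No alternative set before the data were examined closed this gap. The sheet as a whole did not match ΔLTreg against control here, with Pearson's r of -0.0495 over 1273 genes. Which samples it compares is not known, so its value for Slc45a2 cannot be taken as one from these mice. The paper's own Fig. 3D places this gene in ΔLTreg skin near the value found here.

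For Tyrp1 in ΔLTreg skin, the mean in Fig. 3D is about 0.08, read by eye, and here it was -0.00014, a difference in sign and not in size beyond the error. With library size, without the filter, with at least 10 counts in every library, with the surrogate variable, with sex and without control replicate 2 or ΔLTreg replicate 7 the value was above 0. It was below 0 with DESeq2, with edgeR on the 2 groups only, with DESeq2's size factors and without control replicate 1, ΔLTreg replicate 6 or ΔLTreg replicate 8.

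The text states that the melanocyte transcripts fell after early and complete depletion and not after late depletion. Here Oca2 also fell in ΔLTreg skin, with a log2 fold change of -0.33 and an unadjusted p under 0.05, as the mark on this gene in Fig. 3D shows, and the difference between ΔETreg and ΔLTreg skin for the 6 transcripts did not pass 0.05 in fry and did in camera. The text states a larger enrichment of melanin terms in ΔETreg skin than the 12.6-fold found here for a list of 20 genes. DESeq2's Wald test (45.0), no filter (21.7) and fits without 1 mouse (up to 17.1) exceeded the paper's bound. For DESeq2 and for no filter, the background also holds genes at low counts, so these folds are not on the same footing as 12.6.

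The text names PPAR signalling among the pathways that ETreg depletion changed and among the pigmentation-associated genes. Here none of the 55 PPAR genes had an unadjusted p under 0.05 in ΔETreg skin, and 2 were among the pigmentation-associated genes, with 5 under DESeq2 and 4 under edgeR on the 2 groups only. Under those 2 settings the list was enriched among the pigmentation-associated genes (10.0-fold and 4.51-fold), in the direction of the paper's statement, and under the other settings, at 0-fold to 1.69-fold, no enrichment was detected. The text describes a defect in interferon responses in ΔETreg skin. Here the interferon list had a mean log2 fold change of -0.03, and its genes with the smallest p, Tgtp1 and Tgtp2, rose. Camera called the list at an unadjusted p under 0.05, upward. The text states that PPARγ target expression fell, from in situ counts in hair follicles and from single-cell data of hair follicle cells. Whole skin does not resolve these cells, so the values here do not test that statement. Here Fabp7 (-0.38) and Adipoq (-0.40) were lower in ΔETreg skin. For both, the ΔETreg and control mice overlapped, and neither passed adjustment.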

Other observations

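The splits of the mice, the sex covariate and the fits that each left out a mouse were chosen before their results were seen. The other tests of explanations in this part were chosen only after.

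The number of genes with an unadjusted p under 0.05 between ΔETreg and control skin was 0.949 times what unchanged genes alone give, and 3 of the 10 splits of these 5 mice gave as many. The count as a whole is therefore consistent with no change in most of these genes, and a list that gathers among them, such as the melanin genes, has to be judged by its own test.

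The lower melanocyte transcripts of ΔETreg skin were weighed against technical explanations. Of the 10 splits of the 5 mice, 2 gave a mean as large, and 10 splits cannot give a share under 0.1. Less hair shaft in the ΔETreg skin would lower hair keratins, which had a mean log2 fold change of 0.12. With sex as a covariate the mean of the 6 transcripts was -0.40, so that this correction left it nearly unmoved. Fewer melanocytes in the skin would lower the regulators of this lineage, which had a mean log2 fold change of -0.10, smaller than that of the 6 transcripts. This could not settle whether fewer cells or less transcript per cell was the reason. In single-cell data of P9 skin, the paper describes a melanocyte proportion that appears to expand in ΔETreg skin. That goes against fewer cells, although a share of sorted cells is not a count in whole skin. Between ΔTreg and ΔLTreg skin 1 of 10 splits gave a mean of the 6 transcripts as large, and between ΔETreg and ΔLTreg skin 2 did.

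Of the 10 splits of the mice, 1, the real one, gave as many genes past adjustment between ΔTreg and ΔLTreg skin, and 1 between ΔTreg and ΔETreg skin. The interferon list was lower in ΔETreg than in ΔLTreg skin, with a mean log2 fold change of -1.12 (adjusted p = 0.0636 from limma's fry, 41 of 41 genes lower), and 1 of 10 splits gave a mean as large. In ΔLTreg skin the list had a mean of 1.09 against control (adjusted p = 0.0720 from fry), and 12 of its genes passed adjustment over all genes.

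Gm14226, which lies inside the nonagouti gene on chromosome 2 (154791402 to 155051012), had 179, 142 and 77 counts in ΔETreg mice and at most 1 in every ΔLTreg and ΔTreg mouse. The nonagouti gene controls coat pigment, and an effect of its region on pigmentation was not tested. Reads counted on the nonagouti gene in its place would raise that gene, whose highest count in a ΔLTreg or ΔTreg mouse was 15. Its mean count was 0 in ΔLTreg and 12.3 in ΔTreg mice, against 6 in control and 9 in ΔETreg mice. Library size was not the reason, since the median of the ΔLTreg and ΔTreg libraries was 1.18 times that of the others. A strain or litter variant might change several neighbours, but 5 of 154 genes nearby passed adjustment in ΔLTreg skin against 830 of 18171 others (two-sided Fisher's exact test, p = 0.561). A variant confined to Gm14226 and the nonagouti gene is not excluded by this test. All 6 libraries with at most 3 counts were harvested on P13, and age cannot be told apart from depletion after P10.

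In the authors' table of control against ΔLTreg, every gene in the readable part has an adjusted p under 0.05. Its log2 fold changes were compared with all 6 pairs of groups here, and the r of largest size was -0.0717 across genes, so that a swap with another pair of these groups did not account for it. Which samples this sheet compares is not known.

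Hair keratins were low in 1 ΔLTreg mouse, replicate 6. Its library was 1.23 times the smallest of its group, so a shallow library did not explain it. Without this mouse, 903 genes passed adjustment between ΔLTreg and control skin, so the number of genes did not rest on it. A stage of the hair cycle or the place of the biopsy was not tested.

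Pyy, which encodes a gut hormone (chromosome 11, 102106676 to 102107832), was at least 874-fold higher in ΔTreg than in control skin (adjusted p = 1.11e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H19, an imprinted gene, had a log2 fold change of -1.27 in ΔTreg skin (adjusted p = 0.00286 from the same test).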
